# Effects of imeglimin on mitochondrial function, AMPK activity, and gene expression in hepatocytes

**DOI:** 10.1038/s41598-023-27689-y

**Published:** 2023-01-13

**Authors:** Kaori Hozumi, Kenji Sugawara, Takaya Ishihara, Naotada Ishihara, Wataru Ogawa

**Keywords:** Diabetes, Endocrine system and metabolic diseases

## Abstract

Imeglimin is a recently launched antidiabetic drug structurally related to metformin. To provide insight into the pharmacological properties of imeglimin, we investigated its effects on hepatocytes and compared them with those of metformin. The effects of imeglimin on mitochondrial function in HepG2 cells or mouse primary hepatocytes were examined with an extracellular flux analyzer and on gene expression in HepG2 cells by comprehensive RNA-sequencing analysis. The effects of the drug on AMPK activity in HepG2 cells, mouse primary hepatocytes, and mouse liver were also examined. Treatment of HepG2 cells or mouse primary hepatocytes with imeglimin reduced the oxygen consumption rate coupled to ATP production. Imeglimin activated AMPK in these cells whereas the potency was smaller than metformin. Bolus administration of imeglimin in mice also activated AMPK in the liver. Whereas the effects of imeglimin and metformin on gene expression in HepG2 cells were similar overall, the expression of genes encoding proteins of mitochondrial respiratory complex III and complex I was upregulated by imeglimin but not by metformin. Our results suggest that imeglimin and metformin exert similar pharmacological effects on mitochondrial respiration, AMPK activity, and gene expression in cultured hepatocytes, whereas the two drugs differ in their effects on the expression of certain genes related to mitochondrial function.

## Introduction

Imeglimin is a recently launched antidiabetic drug that is structurally related to metformin^1,2^. Despite the structural similarity of the two drugs, however, imeglimin appears to exert its antidiabetic action by a mechanism that differs from that of metformin. Imeglimin augments glucose-induced insulin secretion by pancreatic beta cells^3–8^. Administration of imeglimin thus increases insulin secretion during an oral glucose tolerance test and a hyperglycemic clamp in rats^5,6^ and humans^3^, respectively. Although the mechanism underlying this effect of imeglimin remains unclear, an NAD^+^–cyclic ADP-ribose–Ca^2+^ signaling pathway has been implicated^8^. The antidiabetic action of imeglimin is thus thought to be mediated primarily at the level of the pancreas.

The antidiabetic action of metformin, on the other hand, is largely attributable to the suppression of gluconeogenesis in the liver^9^. Metformin increases the AMP/ATP ratio in hepatocytes by inhibiting mitochondrial respiratory chain complex I, which results in the activation of AMP-activated protein kinase (AMPK)^9^. Evidence suggests that AMPK mediates the antidiabetic action of metformin^10–13^, although some findings have challenged this notion^14–16^. The inhibition of mitochondrial respiration does appear to contribute to the antidiabetic action of metformin in other ways, however^17,18^.

Given its structural similarity to metformin, the effects of imeglimin on the liver have also been investigated. Administration of imeglimin to mice with diet-induced obesity ameliorated hepatic steatosis^6^, with a similar effect having been observed with metformin^16,19^. Moreover, imeglimin was found to reduce both the ATP/ADP ratio and glucose production in cultured hepatocytes, as does metformin^20^. Unlike metformin, however, imeglimin did not inhibit the activity of respiratory chain complex I in hepatocytes^20^. Instead, treatment of obese mice with imeglimin increased the mRNA abundance and the activity of enzymes of respiratory chain complex III in the liver^6^. These findings thus indicated that the two drugs have some similar but also some different effects in hepatocytes.

To provide further insight into the pharmacological properties of imeglimin, we have now investigated its effects in hepatocytes and compared them with those of metformin. We here show that imeglimin has similar effects on mitochondrial respiration, AMPK activity, and gene expression as does metformin, but that some effects of imeglimin differ from those of metformin.

## Results

### Effects of imeglimin and metformin on mitochondrial respiration and ROS production in HepG2 cells and mouse primary hepatocytes

We first examined the effects of imeglimin and metformin on mitochondrial respiratory function with the use of an extracellular flux analyzer. Treatment of the human hepatoma cell line HepG2 with metformin at concentrations of 1, 3, or 10 mmol/l for 3 h resulted in a concentration-dependent decrease in the oxygen consumption rate (OCR) under the basal condition (Fig. 1A, C) as well as in that coupled with ATP production (Fig. 1A, D). Treatment of the cells with imeglimin at the same concentrations as metformin also reduced both these parameters of mitochondrial function in a concentration-dependent manner (Fig. 1B–D). Maximal mitochondrial respiration was increased by exposure of the cells to metformin at 1 mmol/l and decreased by that to metformin at 10 mmol/l (Fig. 1A, E). Treatment of the cells with 1 or 3 mmol/l imeglimin also increased this parameter, whereas treatment with the drug at 10 mmol/l had no significant effect compared with vehicle.

**Figure 1:**
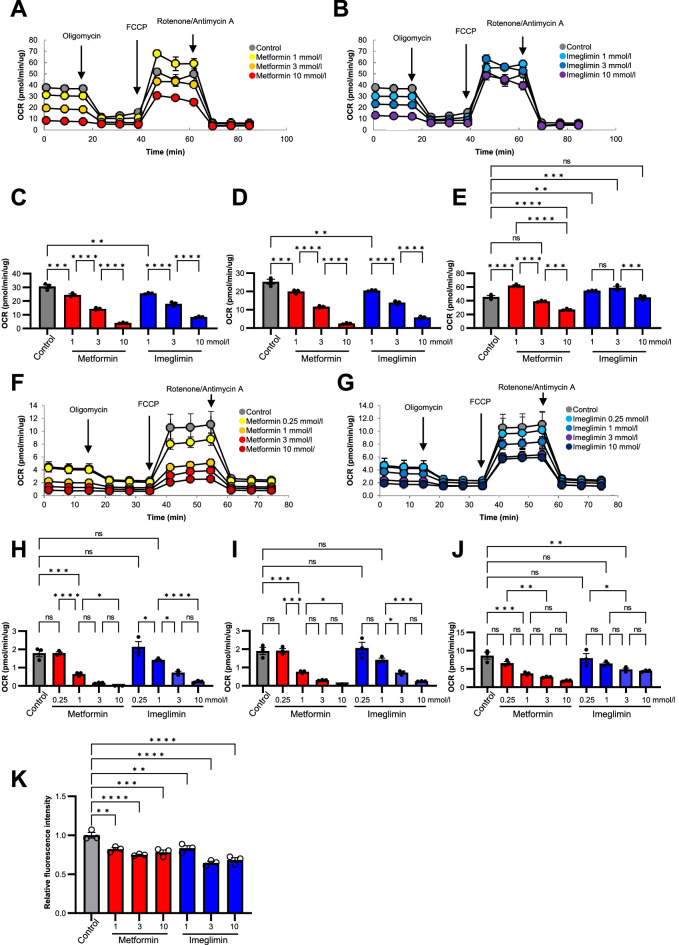
Effects of imeglimin and metformin on mitochondrial respiration and ROS production in HepG2 cells and mouse primary hepatocytes. (**A**, **B**) OCR of HepG2 cells after stimulation with vehicle (control) or with metformin (**A**) or imeglimin (**B**) at 1, 3, or 10 mmol/l for 3 h. (**C**–**E**) Basal respiration (the difference between the last rate measurement before oligomycin addition and the minimum rate measurement after rotenone/antimycin A addition) (**C**), respiration coupled to ATP production (the difference between the last rate measurement before oligomycin addition and the minimum rate measurement after oligomycin addition) (**D**), and maximal respiration (the difference between the maximum rate measurement after FCCP addition and the minimum rate measurement after oligomycin addition) (**E**) for the cells in (**A**) and (**B**). (**F**, **G**) OCR of mouse primary hepatocytes after stimulation with vehicle (control) or with metformin (**F**) or imeglimin (**G**) at 0.25, 1, 3, or 10 mmol/l for 3 h. (**H**–**J**) Basal respiration (**H**), respiration coupled to ATP production (**I**), and maximal respiration (**J**) for the cells in (**F**) and (**G**). (**K**) ROS of HepG2 cells after stimulation with vehicle (control) or with metformin (**A**) or imeglimin (**B**) at 1, 3, or 10 mmol/l for 12 h. All quantitative data are means ± SEM (*n* = 3 independent experiments). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns (one-way ANOVA followed by Tukey’s test) for (**C**–**E, H**–**K**).

We also examined the effects of the drugs on mitochondrial respiratory function in mouse primary hepatocytes. Metformin and imeglimin inhibited the OCR under the basal condition and that coupled with ATP production as well as maximal mitochondrial respiration in a concentration-dependent manner (Fig. 1F–J). The inhibitory effects of metformin on mitochondrial respiratory function appeared greater than those of imeglimin particularly in mouse primary hepatocytes (Fig. 1C–E, H–J).

Given the mitochondrial electrons chain is a source of reactive oxygen species (ROS)^21,22^, we examined the effects of these drugs on the intracellular ROS contents. Treatment of HepG2 cells with metformin or imeglimin reduced ROS contents at concentrations as low as 1 mmol/l, and the increase in the drug concentration did not further reduce the ROS contents (Fig. 1K).

These results indicated that imeglimin and metformin exert similar inhibitory effects on mitochondrial respiratory function and the intracellular ROS contents whereas the effects of metformin on the former parameter is greater than those of imeglimin. These drugs may also possess stimulatory effects on maximal mitochondrial respiration at certain concentrations in HepG2 cells.

### Effects of imeglimin and metformin on AMPK activity in HepG2 cells and mouse primary hepatocytes

Given that metformin-induced inhibition of ATP production is related to the activation of AMPK, we next investigated the effect of imeglimin on this serine-threonine kinase. Treatment of HepG2 cells or mouse primary hepatocytes with metformin or imeglimin for 3 h induced phosphorylation of AMPKα at Thr^172^, which reflects the activity of this kinase, in a concentration-dependent manner (Figs. 2A, C, S2A–D, I–L). The phosphorylation of ACC, an endogenous substrate of AMPK, was also stimulated by both drugs in HepG2 cells (Figs. 2B, S2E–H), confirming that AMPK is activated in these cells. We quantitated the intensity of the bands with antibodies to the phosphorylated proteins with those with antibodies to non-phosphorylated AMPK or ACC (Fig. 2A–C) or to GAPDH (Fig. S1A–C) as internal standards. The quantitative analyses revealed that the effect of metformin on the phosphorylation of AMPKα was greater than those of imeglimin in primary hepatocytes (Figs. 2C, S1C).

**Figure 2:**
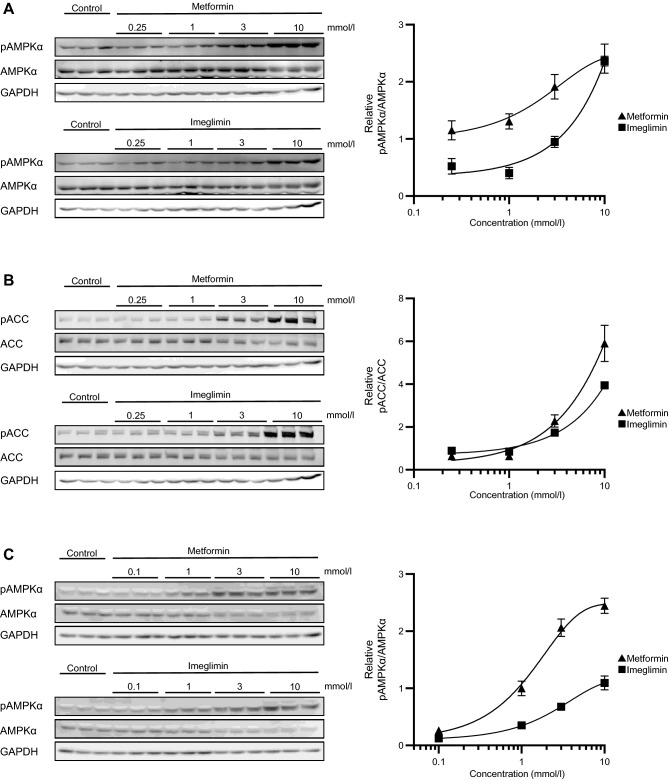
Effects of imeglimin and metformin on AMPK activity in HepG2 cells and mouse primary hepatocytes (**A**, **B**) Immunoblot analysis of phosphorylated (p) and total forms of AMPKα (**A**) and of ACC (**B**) in HepG2 cells treated with vehicle (control) or with 0.25, 1, 3, or 10 mmol/l metformin or imeglimin for 3 h. Blots are shown on the left, and quantitative data for the pAMPKα/AMPKα or pACC/ACC ratio from three independent experiments on the right. (**C**) Immunoblot analysis of phosphorylated (p) and total forms of AMPKα in mouse primary hepatocytes treated with vehicle (control) or with 0.1, 1, 3, or 10 mmol/l metformin or imeglimin for 3 h. Blots are shown on the left, and quantitative data for the pAMPKα/AMPKα ratio from three independent experiments on the right. Original blots are presented in Fig. S2.

The serine-threonine kinase LKB1 (liver kinase B1) directly phosphorylates and activates AMPKα in response to metformin treatment^10,11^. Transfection of HepG2 cells with siRNAs specific for LKB1 resulted in an ~ 67% reduction in the amount of *LKB1* mRNA (Fig. 3A). Such transfection inhibited the phosphorylation of AMPKα induced by metformin or imeglimin (Figs. 3B, C, S3). Quantitative analyses with the use of AMPKα (Fig. 3B, C) or GAPDH (Fig. S1D, E) as internal standards revealed that the siRNAs significantly attenuated the stimulatory effects of 3 or 10 mmol/l metformin and 10 mmol/l imeglimin on AMPKα phosphorylation (Figs. 3B, C, S1D, E). These results thus suggested that imeglimin activates AMPK at least in part in a manner dependent on LKB1.

**Figure 3:**
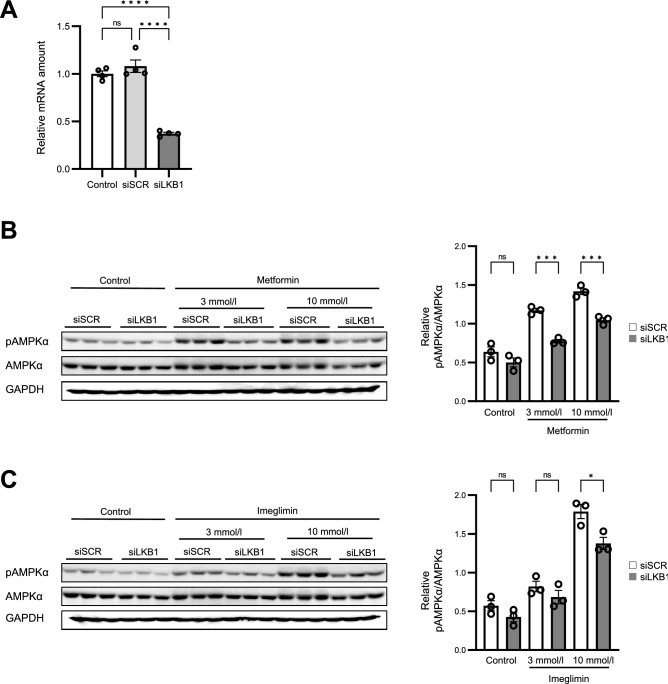
LKB1-mediated phosphorylation of AMPK induced by imeglimin and metformin in HepG2 cells. (**A**) RT-qPCR analysis of LKB1 mRNA in cells transfected or not (control) with scrambled (siSCR) or LKB1 (siLKB1) siRNAs for 72 h. Data are from four independent experiments. (**B**, **C**) Immunoblot analysis of phosphorylated and total forms of AMPKα in cells transfected with LKB1-targeting or control siRNAs for 72 h and then stimulated with vehicle or with 3 or 10 mmol/l metformin or imeglimin for 3 h. Blots are shown on the left, and quantitative data for the pAMPKα/AMPKα ratio from three independent experiments on the right. Original blots are presented in Fig. S3. All quantitative data are means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns as determined either by one-way ANOVA followed by Tukey’s test (**A**) or by Student’s *t* test (**B**, **C**).

### Effects of imeglimin and metformin on AMPK activity in mouse liver

We next investigated whether imeglimin activates AMPK in the liver of mice. Imeglimin or metformin was administered i.p. to C57BL/6J mice at a dose of 250 mg/kg. Blood glucose levels were significantly reduced at 1 h after administration of each drug (Fig. 4A), whereas plasma insulin levels were unaffected by injection of either agent (Fig. 4B). Phosphorylation of AMPKα in the liver of mice treated with metformin or imeglimin was significantly increased compared with that in the liver of vehicle-treated animals (Figs. 4C, S4). Quantitative analyses with non-phosphorylated AMPKα (Fig. 4C) or GAPDH (Fig. S1F) as internal standards revealed that there is no significant difference in the effects of the two drugs on the phosphorylation of AMPK. These results thus indicated that imeglimin activates AMPK in the liver of living animals.

**Figure 4:**
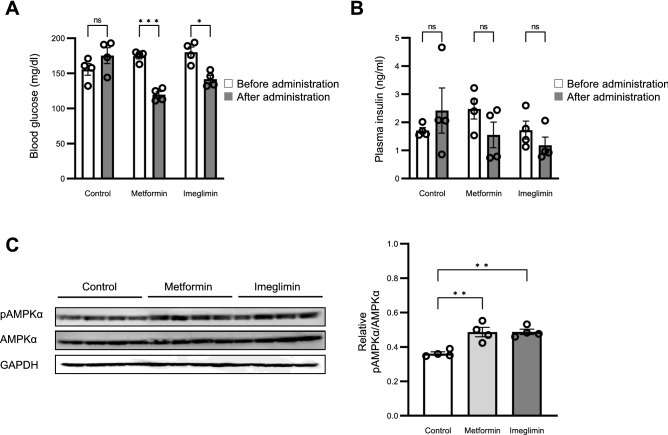
Phosphorylation of AMPKα induced by imeglimin and metformin in the liver in vivo. (**A**, **B**) Blood glucose (**A**) and plasma insulin (**B**) concentrations at 1 h after i.p. injection of vehicle (control) or of metformin or imeglimin at 250 mg/kg in mice that had been maintained on a standard diet, deprived of food overnight, and allowed to refeed for 5 h. (**C**) Immunoblot analysis of phosphorylated and total forms of AMPKα in the liver of mice treated as in (**A**) and (**B**). Original blots are presented in Fig. S4. All quantitative data are means ± SEM (*n* = 4 mice). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns by Student’s *t* test (**A**, **B**) or one-way ANOVA followed by Tukey’s test (**C**).

### Effects of imeglimin and metformin on gene expression in HepG2 cells

We finally investigated the effects of imeglimin and metformin on gene expression in HepG2 cells. 

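HepG2 cells, a human hepatoma cell line, received vehicle, metformin or imeglimin at 0.25 or 3 mmol/l, or AICAR, a compound that activates AMPK, at 1 mmol/l, with 3 independent replicates in each of the 6 groups. mRNA of the 18 samples was sequenced from both ends, with GRCh38 as the reference genome. The authors deposited a table of 46427 genes with a read count, an FPKM value and a TPM value for every gene and library. The paper's text names neither the program that aligned the reads nor the program that counted them. The counts are whole numbers but not direct tallies of reads, because in every library the counts of the mitochondrial genes equal FPKM times gene length times a single factor, rounded up. Before that rounding, between 80.56% and 94.59% of the mitochondrial values in a library were not whole numbers, so the counts are treated as estimated counts. No count was listed for 20030 of the genes in any library. Total counts ran from 38231439 to 50217491 with vehicle (median 48180399), from 42106911 to 49379101 with 0.25 mmol/l metformin (median 42462027) and from 39912329 to 46083785 with 3 mmol/l metformin (median 43275492). They ran from 43374344 to 60939100 with 0.25 mmol/l imeglimin (median 44574856), from 41397992 to 45786657 with 3 mmol/l imeglimin (median 41581370) and from 46229527 to 48061116 with AICAR (median 47206324). The paper states a depth of 40000000 reads per sample. The 10 genes with the most counts took between 12.383% and 16.883% of each library. For the comparisons reported here, edgeR's filterByExpr kept 16274 genes, library sizes were scaled by TMM, and a single quasi-likelihood model with a mean for each group was fitted to all libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. A permutation of 3 libraries against 3 cannot give a p below 0.1 for a single gene, so the calls rest on the spread that edgeR shares across genes. The choice of scaling matters, and which treatment it moves most depends on the alternative. With log2(TPM + 1) in limma in place of TMM-scaled counts, the median log2 fold change of all genes tested moved from −0.028 to −0.351 with AICAR and from −0.06 to −0.13 with 3 mmol/l metformin. With upper quartile scaling, this median was −0.274 with 3 mmol/l metformin and only −0.034 with AICAR. With 3 mmol/l imeglimin, upper quartile scaling moved it from −0.022 to −0.14.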

The cells were treated with the drugs for 12 h and were then subjected to comprehensive RNA-seq analysis. Multidimensional scaling revealed that treatment of the cells with either drug at a concentration of 0.25 mmol/l had only small effects on gene expression, whereas both drugs induced substantial changes in a similar direction at a concentration of 3 mmol/l (Fig. 5A). On the other hand, treatment of the cells with the AMPK activator AICAR induced changes in gene expression in a different direction (Fig. 5A). 

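In log2 CPM over the 16274 genes, the first and second components of the scaling held 41.8% and 28.5% of the variation, and with log2(TPM + 1) they held 47.3% and 39.2%. A library lay on average 37.6 units from the mean of its own group, and with 3 libraries per group the means of unchanged groups are expected to lie about that far apart. At 0.25 mmol/l, the group means lay 37.4 units from vehicle for metformin and 37.8 for imeglimin, or 0.99 and 1.0 times that spread. At 3 mmol/l, they lay 142.8 and 101.4 units away, or 3.79 and 2.69 times the spread, and the cosine between the shifts of the drugs was 0.876. By gene, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 752 genes for 0.25 mmol/l metformin against vehicle (563 higher, 189 lower) and 869 for 0.25 mmol/l imeglimin (468 higher, 401 lower). For imeglimin this balance depends on the scaling: 388 genes were higher and 499 lower with upper quartile scaling, against 300 and 154 with limma on log2(TPM + 1). Changes of more than 2-fold were called for 1 higher and 6 lower genes with metformin and for 5 higher and 6 lower genes with imeglimin. In a test for changes beyond 1.5-fold, 0 genes were called for either drug at this dose, while 59 genes for metformin and 67 for imeglimin had an unadjusted p under 0.05. Single libraries moved these counts: leaving out the second replicate of 0.25 mmol/l metformin left 52 genes, leaving out the first vehicle replicate left 74, and the fits for imeglimin with a library left out called 302 to 577. At 3 mmol/l, 12002 genes were called for metformin (5727 higher, 6275 lower) and 10051 for imeglimin (4996 higher, 5055 lower). The test beyond 1.5-fold called 5404 and 2576 genes at that dose. The split between higher and lower depends on the scaling: with limma on log2(TPM + 1), 36.7% of the genes called for 3 mmol/l metformin and 37.5% of those for 3 mmol/l imeglimin were higher, against 47.7% and 49.7% with TMM. Of the 9182 genes called for both drugs at 3 mmol/l, 9049 (98.6%) changed in the same direction. No such share was simulated for genes selected by their calls, which a shared vehicle also affects. Over the 7138 genes with a mean TPM over 10, regardless of calls, the changes had the same sign for 88.5%, and in 100 simulations of unchanged groups that share a vehicle for 66.5% on average.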

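The 3 AICAR libraries lay between 84.89 and 95.35 on the second component, and all other libraries between −32.41 and 4.37. On the first component, the 3 mmol/l metformin libraries lay between −96.52 and −93.67, and the AICAR libraries between 31.42 and 32.92, near vehicle at 41.18 to 44.37. The AICAR mean was 122.6 units from vehicle, 3.26 times the spread within groups, and the cosine of its shift with that of 3 mmol/l metformin was 0.309. The test called 11328 genes for AICAR against vehicle (5485 higher, 5843 lower). Under limma on log2(TPM + 1), 2140 of the genes called were higher and 10024 lower. Of the 8876 genes called for both AICAR and 3 mmol/l metformin, 5219 (58.8%) changed in the same direction, and of the 7622 called for AICAR and 3 mmol/l imeglimin, 4681 (61.4%) did. Across the 6836 genes with a mean TPM over 10, the log2 fold changes of AICAR and 3 mmol/l metformin had a Pearson r of 0.167. For AICAR and 3 mmol/l imeglimin, r was 0.182 over 6825 genes. With different vehicle libraries for each treatment, r was 0.134 for metformin and 0.171 for imeglimin, and Spearman's rho with shared libraries was 0.051 and 0.137. The signs were the same for 55.3% and 57.3% of these genes. Simulated groups without any change that share their vehicle libraries gave a mean r of 0.483 and 0.492 and the same sign for 66.4% and 66.3% of genes. Those groups hold noise alone, without changes of the size observed (SD 0.691 with metformin, 0.484 with imeglimin and 0.698 with AICAR against metformin). The simulation therefore cannot judge the values observed. With different vehicle libraries r moved little, so the shared vehicle accounts for little of it. These correlations are across genes, which are not independent replicates. Among genes with a mean TPM over 10 and no overlap between the libraries of the 2 groups, the largest rise and fall with AICAR were those of *TAGLN* (log2 fold change 4.07) and *HAL* (−3.50).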

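Log2 CPM of the 14697 genes called in at least 1 comparison with vehicle was scaled per gene and clustered with Euclidean distance and average linkage, since the paper's text does not name the method. The 3 libraries of each of the 6 groups formed a cluster of their own. Vehicle and 0.25 mmol/l metformin joined at a height of 74.22, and 0.25 mmol/l imeglimin joined them at 77.07. With complete linkage this order was reversed: 0.25 mmol/l imeglimin joined vehicle first (87.66), and 0.25 mmol/l metformin joined them at 93.61. The 3 mmol/l groups of metformin and imeglimin joined each other at 126.93 and the vehicle and low-dose groups at 180.46. AICAR joined last, at 225.17. With 1 minus Pearson's correlation as the distance, AICAR joined the vehicle and low-dose groups (1.31) before the 3 mmol/l groups did (1.43). With all 16274 genes, 5 groups kept a cluster of their own and the vehicle libraries were split.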

Hierarchical clustering analysis revealed similar results, with metformin and imeglimin having only minor effects on the heat map pattern at 0.25 mmol/l and more substantial effects at 3 mmol/l that were similar for both drugs but different from those of AICAR (Fig. 5B). These results suggested that the overall effects of imeglimin and metformin on gene expression were similar and that these effects were largely independent of their abilities to activate AMPK.

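The difference between the drugs was also tested directly. EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 7016 genes between 3 mmol/l metformin and 3 mmol/l imeglimin, 3653 higher and 3363 lower with metformin. Of these, 58 were more than 2-fold higher and 901 more than 2-fold lower with metformin, and 590 genes passed the test for a difference beyond 1.5-fold. With upper quartile scaling the direct comparison called 2202 genes higher and 4636 lower, so its balance of directions depends on the scaling. At 0.25 mmol/l, 1171 genes were called between the drugs (688 higher and 483 lower with metformin), and 0 passed the test beyond 1.5-fold, with 76 at an unadjusted p under 0.05. This balance turned to 478 higher and 624 lower with upper quartile scaling, and to 387 and 449 without a filter on low counts. Every other setting that called genes at this dose had more of them higher with metformin. The libraries measure RNA and hold no measure of AMPK activity. Among genes for AMPK itself, *PRKAA1*, which encodes the catalytic subunit alpha 1, rose with 3 mmol/l metformin (log2 fold change 0.94, adjusted p = 4.1e-12) and 3 mmol/l imeglimin (0.51, adjusted p = 7.1e-07) and fell with AICAR (−0.74, adjusted p = 1.3e-09). *PRKAA2*, for the catalytic subunit alpha 2, had log2 fold changes of 0.88, 0.51 and −0.07 for the same groups. *STK11*, which encodes the AMPK kinase LKB1, had log2 fold changes of 0.01 (adjusted p = 0.83) with metformin, 0.03 (adjusted p = 0.62) with imeglimin and 0.37 (adjusted p = 3.6e-07) with AICAR. From the similar direction of the changes with both drugs at 3 mmol/l and the different one with AICAR in Fig. 5A and B, the paper proposes that the overall effects of the drugs were similar and largely independent of AMPK activation.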

**Figure 5:**
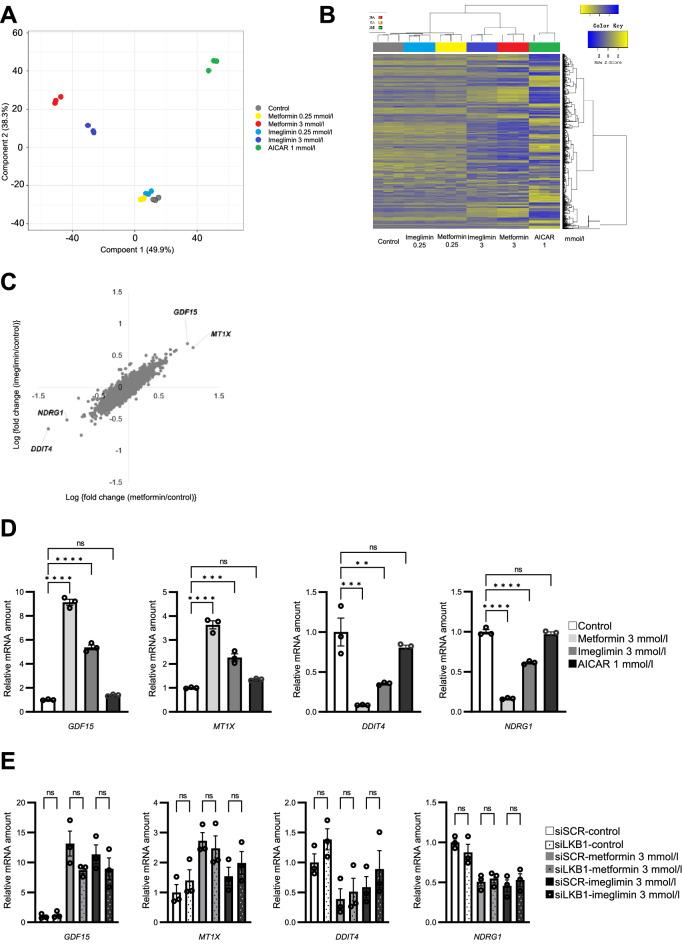
Similarities and differences in the effects of imeglimin and metformin on gene expression in HepG2 cells. (**A**–**C**) HepG2 cells were stimulated with 0.25 or 3 mmol/l metformin or imeglimin, with 1 mmol/l AICAR, or with vehicle for 12 h, after which RNA was isolated from the cells and subjected to RNA-seq analysis (*n* = 3 independent replicates). Multidimensional scaling analysis (**A**) and hierarchical clustering analysis (**B**) of the sequencing data, as well as a logarithmic scatter plot of the fold changes in gene expression (TPM > 10) induced by metformin or imeglimin at 3 mmol/l relative to the vehicle control (**C**), are shown. (**D**) RT-qPCR analysis of expression of the four genes indicated in (**C**) for cells treated with 3 mmol/l metformin or imeglimin, with 1 mmol/l AICAR, or with vehicle. (**E**) RT-qPCR analysis of expression of the four genes indicated in (**C**) for cells transfected with LKB1-targeting or control siRNAs for 72 h and then stimulated with vehicle or with 3 mmol/l metformin or imeglimin for 12 h. All RT-qPCR data are means ± SEM (*n* = 3 independent replicates). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns (one-way ANOVA followed by Tukey’s test).

A scatter diagram comparing the changes in gene expression induced by metformin and by imeglimin again showed that the effects of the two drugs at 3 mmol/l were generally similar (Fig. 5C). 

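Across the 7138 genes with a mean TPM over 10 over the vehicle, 3 mmol/l metformin and 3 mmol/l imeglimin libraries, the log2 fold changes of the drugs against vehicle had a Pearson r of 0.917 and a Spearman rho of 0.908. Since both changes share the vehicle libraries, r is above 0 even without an effect: 100 simulations of unchanged groups gave a mean r of 0.488, with values from 0.057 to 0.714. With different vehicle libraries for each drug, r was 0.894, and with a library left out in turn it stayed between 0.91 and 0.921. The alternative that moved r most was the use of all 16274 genes without the minimum on TPM, with an r of 0.784. The signs were the same for 88.5% of the genes. The changes with imeglimin were smaller: their SD was 0.497 on the log2 scale against 0.68 for metformin, and the slope of imeglimin on metformin was 0.671. At 0.25 mmol/l, r was 0.374 over 7316 genes, within the simulated range of 0.189 to 0.786, and 0.279 with separate vehicle libraries. All of these are correlations across genes, which are not independent replicates.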

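*GDF15* (gene 9518, which encodes growth differentiation factor 15) lies on chromosome 19 of GRCh38 from 18386158 to 18389176. It had 304 ± 17.7 TMM-normalized CPM with vehicle (SD, n = 3 here and below), 2891 ± 296 with 3 mmol/l metformin and 1469 ± 102 with 3 mmol/l imeglimin, or log2 fold changes of 3.25 (standard error 0.065, adjusted p = 1.4e-23) and 2.27 (standard error 0.063, adjusted p = 5e-20) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *MT1X* (gene 4501, a metallothionein) lies on chromosome 16 from 56682470 to 56684196 and belongs to a family of near-identical genes, between which the authors' counting could have divided reads. Its values were 7.42 ± 0.785 CPM with vehicle, 98.9 ± 13.2 with metformin and 33.7 ± 4.34 with imeglimin, and the log2 fold changes were 3.73 (standard error 0.111, adjusted p = 4.8e-18) and 2.17 (standard error 0.111, adjusted p = 1.8e-13). *DDIT4* (gene 54541, chromosome 10 from 72273924 to 72276036) encodes DNA damage-inducible transcript 4. It went from 202.4 ± 6.25 CPM with vehicle to 10.6 ± 0.775 with metformin and 48.1 ± 4.2 with imeglimin, or log2 fold changes of −4.25 (standard error 0.062, adjusted p = 6.5e-27) and −2.07 (standard error 0.053, adjusted p = 3.8e-21). *NDRG1* (gene 10397, chromosome 8 from 133237175 to 133297252) went from 410.9 ± 7.25 CPM to 44.2 ± 1.65 and 135.2 ± 19.5, with log2 fold changes of −3.22 (standard error 0.07, adjusted p = 5.7e-22) and −1.60 (standard error 0.065, adjusted p = 2.6e-16). For each of these genes, the change was larger with metformin than with imeglimin by the direct test, with log2 differences of 0.98 (adjusted p = 1.6e-12) for *GDF15*, 1.55 (adjusted p = 3.8e-11) for *MT1X*, −2.18 (adjusted p = 2.7e-19) for *DDIT4* and −1.61 (adjusted p = 3.4e-15) for *NDRG1*. In the AICAR libraries, *GDF15* had 440.8 ± 16.8 CPM, *MT1X* 14.2 ± 1.19, *DDIT4* 112.0 ± 3.69 and *NDRG1* 214.0 ± 10.7, which are log2 fold changes of 0.54 (adjusted p = 1.2e-08), 0.93 (adjusted p = 2.4e-07), −0.85 (adjusted p = 1.7e-14) and −0.94 (adjusted p = 1.4e-12). The rise of *GDF15* with AICAR ranged from 0.12 to 0.54 over the 10 alternative settings and was called in 8 of them, while the other changes with AICAR and both drugs were called in all 10. With either of the vehicle or treated libraries left out in turn, all changes from vehicle were called in 6 of 6 fits. By ratio of mean TPM, *GDF15* rose 9.47-fold with metformin and 4.86-fold with imeglimin, *MT1X* rose 11.8-fold and 4.2-fold, *DDIT4* was at 0.0464 and 0.22 of vehicle, and *NDRG1* at 0.0952 and 0.304. With AICAR, these ratios were 1.08 for *GDF15*, 1.31 for *MT1X*, 0.378 for *DDIT4* and 0.357 for *NDRG1*. Among genes with a mean TPM over 10 and no overlap between groups, *ACTA1* (log2 fold change 4.25) rose more than *GDF15* and *MT1X* with metformin and *TUBB1* (−5.85) fell more than *DDIT4* and *NDRG1*. *PFKFB4* (−4.20), *EPO* (−4.04) and *LOC107987228* (−3.94) also fell more than *NDRG1* with metformin, but less than *DDIT4*. With imeglimin *GDF15* and *MT1X* had the largest rises, but by estimate *TRNP* (−3.42), *LOC107987228* (−2.91), *CHTF8* (−2.58), *ASF1B* (−2.49) and *TRNT* (−2.36) fell more than *DDIT4* and *NDRG1*. The standard errors were large for *TRNP* (0.424), *CHTF8* (0.443) and *TRNT* (0.227), so the order of *CHTF8* and *TRNT* against *DDIT4* is uncertain.

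**Figure D1:**
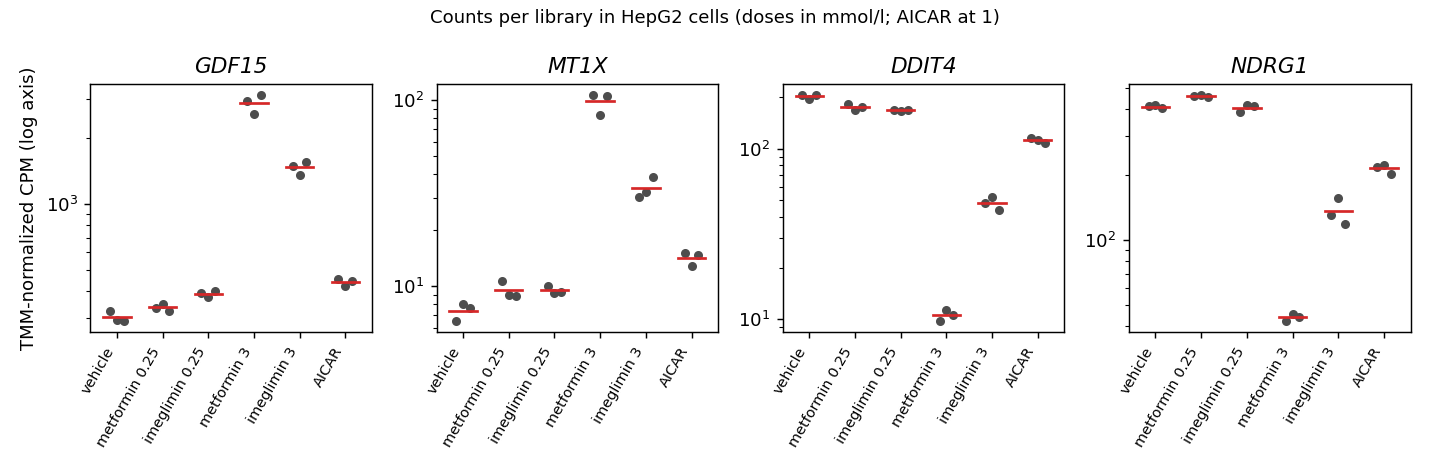
TMM-normalized CPM (log axis) of *GDF15*, *MT1X*, *DDIT4* and *NDRG1* in each library (points) and the mean of each group (lines), with doses in mmol/l. The 3 mmol/l metformin and imeglimin libraries of *GDF15* average 2891 and 1469 against 304 with vehicle, and those of *DDIT4* average 10.6 and 48.1 against 202.4.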

Genes prominently upregulated by both drugs included *GDF15* and *MT1X*, and those prominently downregulated included *DDIT4* and *NDRG1*. The changes in the expression of these four genes by metformin and imeglimin were confirmed by RT-qPCR analysis (Fig. 5D); AICAR however did not affect the expression of these genes (Fig. 5D). We further investigated the effects of siRNAs for LKB1 on the changes in the expression these four genes induced by metformin or imeglimin. The introduction of the siRNA did not attenuate the effects of the drugs on the expression of these four genes (Fig. 5E). These results collectively suggest that the effects of metformin and imeglimin on the expression of these four genes were independent of AMPK.

Given that the effects of imeglimin and metformin on the activity of mitochondrial respiratory complexes have previously been shown to differ^20^ and that imeglimin was previously shown to upregulate the expression and activity of certain respiratory complex enzymes in mouse liver^6^, we investigated the effects of the two drugs on the expression of genes encoding mitochondrial respiratory complexes. 

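The set of genes for the respiratory complexes holds 61 genes, 48 of them in the nuclear genome and 13 in the mitochondrial genome. Against vehicle, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 43 of them for 3 mmol/l metformin (30 higher, 13 lower) and 32 for 3 mmol/l imeglimin (22 higher, 10 lower). Adjusted over the list alone, the counts were 43 and 30. Of the nuclear genes, 30 were called higher and 7 lower with metformin, and 17 higher and 8 lower with imeglimin. Of the mitochondrially encoded genes, 0 were called higher and 6 lower with metformin (6 had an unadjusted p under 0.05, the same 6 genes), and 5 were called higher and 2 lower with imeglimin. The direct test called 32 of the 61 genes between the drugs, and 32 when adjusted over the list alone. The libraries were made from mRNA, so all values are amounts relative to the mRNA sampled and not amounts per cell.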

The list of genes for components of each mitochondrial respiratory complex and the changes in their expression triggered by metformin or imeglimin at 3 mmol/l are shown in Table S1. 

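By the ratio of mean TPM, which is the measure the paper's table uses, 44 of the 61 genes for respiratory complexes (72.1%) moved in the same direction with both drugs at 3 mmol/l. Because the drugs share their vehicle libraries, simulated unchanged groups had the same direction for 66.3% of these genes on average and for up to 80.3%. With mean TMM-normalized CPM, the scale of the simulation, 51 genes (83.6%) moved in the same direction, above the highest simulated share, while the 72.1% by TPM lies below it. The simulation treats genes as independent and may understate how far the share varies. Leaving out a library in turn gave 38 (without the first vehicle replicate) to 47 (without the second) of the genes. Restricted to genes called for both drugs, 25 genes changed in the same direction and 0 in opposite directions, and 0 genes changed in opposite directions with an unadjusted p under 0.05 for each drug. This depends on the setting: under 4 of the 10 alternatives (limma on log2(TPM + 1), a mean TPM over 10, upper quartile scaling and the replicate block), *ND2* and *CYTB* were called lower with metformin and higher with imeglimin. So was *ND2* without the third metformin replicate, and without the third imeglimin replicate *COX5B* was called higher with metformin and lower with imeglimin. By TPM, the 7 genes lower with metformin and higher with imeglimin were *ND1*, *ND2*, *ND3*, *ND4*, *ND4L*, *UQCRB* and *CYTB*, and 10 nuclear genes, among them *NDUFS8*, *SDHA* and *ATP5F1B*, moved the opposite way. By TMM-normalized CPM, *ND2*, *ND4*, *CYTB*, *COX2*, *ATP5F1E* and *ATP5PF* formed the first of these sets.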

The expression of most of these genes was up- or downregulated similarly by both drugs (Fig. 6E). However, *CYTB* (encoding cytochrome b of complex III) and *ND1*, *ND2*, and *ND3* (encoding NADH-ubiquinone oxidoreductase chains 1, 2, and 3, respectively, of complex I) were downregulated by metformin but upregulated by imeglimin (Fig. 6A), suggesting that the two drugs influence some aspects of mitochondrial function differently. 

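The mitochondrial genes lie on the MT chromosome, *CYTB* (gene 4519) from 14747 to 15887, *ND1* (gene 4535) from 3307 to 4262, *ND2* (gene 4536) from 4470 to 5511 and *ND3* (gene 4537) from 10059 to 10404. *CYTB* had 3097 ± 220 TPM with vehicle (SD, n = 3 for each value), 2446 ± 369 with 3 mmol/l metformin and 5064 ± 463 with 3 mmol/l imeglimin, ratios of 0.79 and 1.64. *ND1* had 3623 ± 91.6, 3258 ± 366 and 5649 ± 330 TPM, ratios of 0.899 and 1.56. *ND2* had 3858 ± 161, 3096 ± 333 and 5553 ± 449 TPM, ratios of 0.803 and 1.44. *ND3* had 3031 ± 107, 2817 ± 186 and 4087 ± 307 TPM, ratios of 0.929 and 1.35. With imeglimin, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called the rise of all of these genes, with log2 fold changes of 0.82 for *CYTB* (standard error 0.126, adjusted p = 7.1e-05), 0.75 for *ND1* (adjusted p = 8.7e-06), 0.64 for *ND2* (adjusted p = 7.1e-06) and 0.54 for *ND3* (adjusted p = 2e-07). With metformin, none of the changes was called: the log2 fold changes were −0.16 for *CYTB* (standard error 0.125, adjusted p = 0.26), 0.02 for *ND1* (adjusted p = 0.84), −0.14 for *ND2* (adjusted p = 0.15) and 0.07 for *ND3* (adjusted p = 0.34). The direction for *ND1* and *ND3* with metformin flips with the scaling, and limma on log2(TPM + 1) gave −0.16 and −0.11, neither of them called. The falls of *CYTB* and *ND2* were called in 4 of the 10 alternative settings, the replicate block among them. The direct test between metformin and imeglimin was called for *CYTB* (log2 difference −0.98, adjusted p = 3.3e-05), *ND1* (−0.73, adjusted p = 3e-05), *ND2* (−0.78, adjusted p = 2.1e-06) and *ND3* (−0.47, adjusted p = 4.6e-06), in every fit that left out a library. Of the 10 alternative settings, *CYTB* was called in 10 and *ND1*, *ND2* and *ND3* each in 9. Relative to the total of the 13 mitochondrially encoded protein genes, *ND3* was not called by this test (−0.155, adjusted p = 0.11). On that scale *CYTB* (−0.676), *ND1* (−0.417) and *ND2* (−0.464) were still called. The 13 mitochondrially encoded protein genes together took 4.58% ± 0.241 of the counts with vehicle, 3.5% ± 0.524 with metformin and 4.59% ± 0.405 with imeglimin, and the second replicate had the lowest share in each of the 6 groups. The exact 2-sided permutation test gave p = 0.1 for metformin against vehicle and for metformin against imeglimin, the smallest p that 3 libraries against 3 allow, and p = 1.0 for imeglimin against vehicle. From the opposite changes of these genes in Fig. 6A, the paper proposes that the drugs influence some aspects of mitochondrial function differently.

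**Figure D2:**
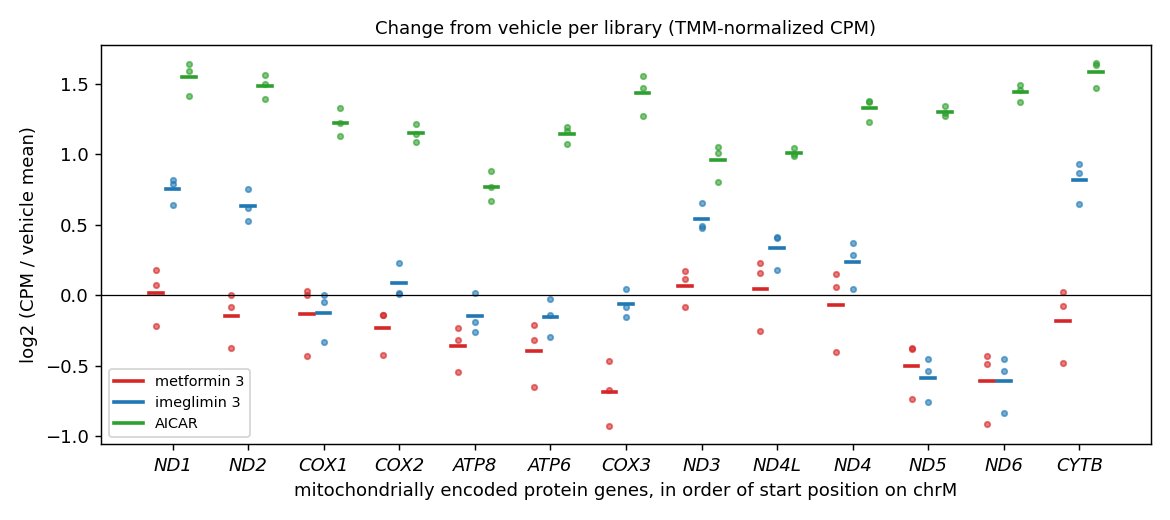
Log2 ratio of TMM-normalized CPM to the vehicle mean for the 13 mitochondrially encoded protein genes in order of position, with a point for each library and a line for the mean of the 3 mmol/l metformin, 3 mmol/l imeglimin and AICAR groups. With imeglimin, *CYTB*, *ND1*, *ND2* and *ND3* rise and *ND5* (−0.58) and *ND6* (−0.60) fall, and with TPM in place of CPM the means of *ND1* and *ND3* with metformin lie below 0.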

RT-qPCR analysis confirmed that the expression of these genes was upregulated only by imeglimin, with the inhibitory effects of metformin being minimal (Fig. 6B). 

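At 0.25 mmol/l, the ratios of mean TPM to vehicle with metformin were 0.828 for *ND1*, 0.814 for *ND2*, 0.921 for *ND3*, 0.791 for *ND4*, 0.883 for *ND4L* and 0.792 for *CYTB*. With 0.25 mmol/l imeglimin, the ratios were 1.09, 1.06, 1.08, 0.988, 1.02 and 1.07 for the same genes in that order. *ND4* (gene 4538) and *ND4L* (gene 4539) overlap on the MT chromosome, at 10760 to 12137 and 10470 to 10766, so reads in the overlap belong to both. Of the 6 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called the fall of *ND2* with metformin (log2 fold change −0.35, adjusted p = 0.03). The others had log2 fold changes with metformin of −0.33 for *ND1* (adjusted p = 0.076), −0.17 for *ND3* (adjusted p = 0.14), −0.39 for *ND4* (adjusted p = 0.11), −0.23 for *ND4L* (adjusted p = 0.24) and −0.39 for *CYTB* (adjusted p = 0.1). The call for *ND2* held in 9 of 10 alternative settings but in only 2 of 6 fits that left out a library. *ND1* was called lower in 4 of those settings, *ND4* in 3, *CYTB* in 2, *ND3* in 1 and *ND4L* in 0. Of all 13 mitochondrially encoded protein genes, 2 were called lower with metformin, against 11 with the replicate block and 11 with DESeq2, and all 13 were called when adjusted over the list alone. With imeglimin, 0 of the 13 mitochondrially encoded protein genes were called, and 0 had an unadjusted p under 0.05, with log2 fold changes of 0.09 for *ND1* (adjusted p = 0.68) and 0.07 for *CYTB* (adjusted p = 0.83). When the genes were scaled to the total of the 13 genes, a setting applied at this dose after the data were seen, *ND1* (0.13, adjusted p = 0.016) and *CYTB* (0.11, adjusted p = 0.026) were called higher with imeglimin. All 13 genes were lower with metformin than with vehicle, with log2 fold changes from −0.47 to −0.17. The direct test between 0.25 mmol/l metformin and 0.25 mmol/l imeglimin called 4 of the 13 genes, and 13 when adjusted over the list alone. The count of 4 became 11 with the replicate block and 9 with DESeq2. It became 0 beyond 1.5-fold, without metformin replicate 2 and without imeglimin replicate 1.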

We also examined the effects on the expression of these six genes at a lower concentration of the drugs (Fig. 6C). Treatment of the cells with 0.25 mmol/l of imeglimin increased only the expression of *ND1* and *CYTB* whereas that with metformin did not affect the expression of any genes we tested (Fig. 6D).

**Figure 6:**
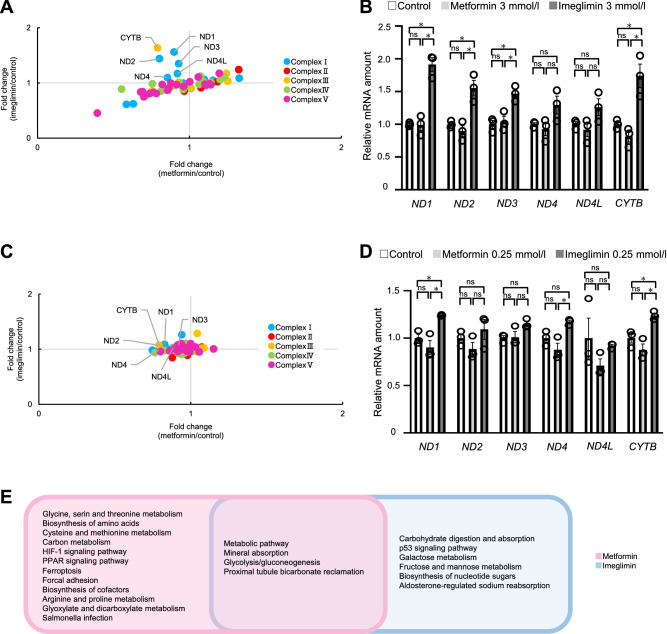
Differences in the effects of imeglimin and metformin on genes encoding proteins of mitochondrial respiratory complexes in HepG2 cells. (**A**) Scatter plot of RNA-seq data in Fig. 5 for the fold change in expression of genes encoding proteins of mitochondrial respiratory complexes induced by metformin or imeglimin at 3 mmol/l relative to the vehicle control. (**B**) RT-qPCR analysis of expression of the six genes indicated in (**A**) for cells treated with metformin or imeglimin at 3 mmol/l. (**C**) Scatter plot of RNA-seq data in Fig. 5 for the fold change in expression of genes encoding proteins of mitochondrial respiratory complexes induced by metformin or imeglimin at 0.25 mmol/l relative to the vehicle control. (**D**) RT-qPCR analysis of expression of the six genes indicated in (**C**) for cells treated with metformin or imeglimin at 0.25 mmol/l. (**E**) KEGG pathway analysis for genes whose expression was affected by metformin or imeglimin alone or by both drugs at 3 mmol/l. All RT-qPCR data are means ± SEM (*n* = 3 independent replicates). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns (one-way ANOVA followed by Tukey’s test).

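The thresholds of the paper's pathway analysis, a TPM over 10 and a fold change over 2, were applied to the ratios of mean TPM of the 7138 genes with a mean TPM over 10 in the vehicle, 3 mmol/l metformin and 3 mmol/l imeglimin libraries. They selected 765 genes for metformin (295 higher, 470 lower) and 327 for imeglimin (123 higher, 204 lower). The balance depends on the scaling: with edgeR's fold change in place of the ratio of TPM, 469 genes were higher and 340 lower with metformin, and 176 higher and 151 lower with imeglimin. Both drugs shared 303 of these (109 higher, 194 lower), 462 were selected for metformin alone and 24 for imeglimin alone (48 without the second imeglimin replicate), and 0 changed in opposite directions. The paper's text does not say in which samples TPM had to exceed 10, and when it had to do so in both groups compared, 471, 216 and 153 genes passed for metformin, imeglimin and both, 63 of them for imeglimin alone. When it had to do so in at least 1 of these groups, 1056, 477 and 442 genes passed. The database search itself was not repeated, and short gene lists were tested instead, with limma's camera at a correlation of 0.01 and Benjamini-Hochberg adjustment over 48 tests. The metallothionein genes, which take part in mineral absorption, rose with metformin (median log2 fold change 1.304, 7 of 7 genes higher, adjusted p = 9.3e-05) and with imeglimin (0.80, 7 of 7, adjusted p = 0.00037), and *MT1E* and *MT2A* passed the thresholds with both drugs. This list does not hold *MT1X*, whose ratios of mean TPM, 11.8 with metformin and 4.2 with imeglimin, also pass them. The glycolysis genes fell with metformin (median −0.50, 3 of 18 higher, adjusted p = 2e-05) and with imeglimin (−0.23, 5 of 18, adjusted p = 0.0055), and *PKLR* passed the thresholds with both. The gluconeogenesis genes fell with imeglimin (median −0.44, 1 of 7 higher, adjusted p = 0.0041), and their fall with metformin was not called (−0.59, 2 of 7, adjusted p = 0.064), although *PCK2* and *SLC37A4* passed the thresholds with both drugs. The genes of proximal tubule bicarbonate reclamation were not called as a list with metformin (median 0.14, 8 of 15 higher, adjusted p = 0.47) or imeglimin (−0.12, 6 of 15, adjusted p = 0.69). Camera looks for a shared direction, and 2 genes of this list passed the thresholds upward and 2 downward with each drug. It therefore cannot decide whether the list was affected in both directions. With the correlation estimated from the data, only the call for gluconeogenesis with imeglimin held (adjusted p = 0.04), and fry called all of these lists for both drugs. Fry asks whether the genes of a list changed, not whether they changed more than other genes. Of 16274 genes, 12002 were called for metformin and 10051 for imeglimin, so fry's calls do not single out these lists.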

KEGG pathway analysis revealed that the expression of genes related to “metabolic pathway,” “mineral absorption,” “glycolysis/gluconeogenesis,” and “proximal tubule bicarbonate reclamation” was markedly affected by both metformin and imeglimin at 3 mmol/l (Fig. 6E). Various other pathways were significantly affected by either of the two drugs.

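The other lists were tested in the same way. The targets of the hypoxia-inducible factor HIF-1 fell with 3 mmol/l metformin (median log2 fold change −1.20, 2 of 16 genes higher, adjusted p = 1.6e-18) and with 3 mmol/l imeglimin (−0.66, 2 of 16, adjusted p = 3.4e-08), and further with metformin than with imeglimin (−0.76, adjusted p = 4.6e-30). Of these, 11 passed the thresholds with metformin (10 lower, and *SLC2A1* higher), and *PDK1* and *PFKFB4* passed them with imeglimin. PPAR-alpha targets fell with both drugs (medians −1.09 and −0.54, each with 1 of 7 genes higher, adjusted p = 9.3e-05 and 0.00059), as did serine, glycine and one-carbon genes (−0.71 and −0.60, 4 and 3 of 14 higher, adjusted p = 0.0039 and 8.8e-06). Cholesterol synthesis genes rose with both (medians 0.34 and 0.54, 10 and 11 of 13 higher, adjusted p = 0.0082 and 4.7e-06), and so did p53 targets (0.39 and 0.30, 10 of 14 higher with each, adjusted p = 0.021 and 0.0059). Neither the ATF4 targets (medians −0.36 and −0.08, adjusted p = 0.12 and 0.26), the mitochondrially encoded protein genes (−0.16 and 0.09, adjusted p = 0.41 and 0.47) nor the nuclear genes for respiratory complexes (0.18 and 0.08, adjusted p = 0.1 and 0.47) were called with either drug. With an estimated correlation, the calls for HIF-1, PPAR-alpha and serine held for both drugs and that for cholesterol synthesis with imeglimin, while those for p53 with either drug and for cholesterol synthesis with metformin did not. These last calls were also lost with a mean TPM over 10. The fry test called each of these lists for metformin, and for imeglimin all but the mitochondrially encoded and the nuclear respiratory genes. Since fry does not compare a list with other genes, these calls do not set the lists apart from them.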

## Discussion

We here investigated the differences and similarities in the biochemical properties of imeglimin and metformin, one of the newest and the oldest antidiabetic drugs, respectively. The effects of these two agents on mitochondrial function and intracellular ROS contents in cultured hepatocytes were similar overall, and they both activated AMPK both in the cultured cells and in the liver of live mice. Moreover, the effects of imeglimin and metformin on gene expression in HepG2 cells were generally similar. These results thus indicated that the two drugs share similarities not only in chemical structure but also in biochemical properties with regard to their effects on hepatocytes.

Metformin inhibits mitochondrial respiratory chain complex I^23,24^, which leads to a decline in the intracellular ATP concentration and to consequent activation of AMPK^10,25^. We have now shown that imeglimin reduced the levels of both basal mitochondrial respiration and mitochondrial respiration linked to ATP production in hepatocytes, as did metformin. These results are consistent with a previous finding that imeglimin reduced the ATP/ADP ratio in primary cultured hepatocytes^20^. The mechanism by which imeglimin inhibits such mitochondrial function is currently unknown. Imeglimin was also previously found not to inhibit the activities of complex I or complex V in hepatocytes, whereas metformin inhibited both^20^. The mitochondrial respiratory complex components targeted by imeglimin in its inhibition of basal respiration and ATP production remain to be identified.

AMPK is activated in response to an increase in the intracellular AMP/ATP ratio^26^ and exerts various effects on energy metabolism. Activation of AMPK is thought to contribute to the glucose-lowering effect of metformin in multiple ways, whereas AMPK-independent mechanisms have also been implicated in the drug action^9^. We have here shown that imeglimin activates AMPK. Evidence suggests that metformin actually exerts pleiotropic effects via AMPK, including antitumorigenic^27,28^, antiatherosclerotic^27,29^, and anti-inflammatory actions^27,30,31^. It will thus be of interest to examine whether imeglimin also has such multiple beneficial effects.

Whereas the effects of these two drugs on mitochondrial respiration and AMPK activation were overall similar, the potency of metformin appeared greater than that of imeglimin. Furthermore, the differences between imeglimin and metformin were more apparent in primary hepatocytes than in HepG2 cells. These results are consistent with a previous study showing that the effects of imeglimin on the ATP/ADP ratio and glucose production in primary hepatocytes were smaller than those of metformin (20). Thus, even if imeglimin possesses hepatic actions in vivo, such action**s** might be smaller than those of metformin.

We found that the expression of *GDF15* (growth differentiation factor 15) was markedly increased by imeglimin and by metformin in cultured hepatocytes. Recent studies have suggested that metformin-induced expression of *GDF15* in hepatocytes or intestinal cells has beneficial effects on metabolism that are associated with a reduction in food intake and body weight in mice^32,33^. The expression of *MT1X*, which encodes metallothionein 1, was also prominently induced by both drugs. Metallothionein 1 intercepts heavy metals and thereby protects cells from damage induced by reactive oxygen species. The expression of *MT1X* in hepatoma cells was found to correlate with the extent of malignancy^34,35^. The expression of *NDRG1* (N-Myc downstream regulated gene 4) and *DDIT4* (DNA damage–inducible transcript 4), both of which are also implicated in tumor growth^36,37^, was downregulated by both imeglimin and metformin. Whether these genes are related to the anticancer action of metformin and whether imeglimin possesses similar anticancer effects warrant further investigation.

Despite the general similarity in the effects of imeglimin and metformin on gene expression, the expression of genes encoding components of mitochondrial respiratory chain complex I (NADH-ubiquinone oxidoreductase chains) and III (cytochrome b) was induced only by imeglimin. A previous study found that maintenance of mice on a high-fat and high-sucrose diet inhibited the activity of mitochondrial respiratory chain complex III in the liver and that treatment of the mice with imeglimin reversed this inhibition^6^. Upregulation of the cytochrome b gene might contribute to the beneficial effect of imeglimin on complex III activity. On the other hand, imeglimin treatment suppressed the activity of complex I in the liver of mice fed a high-fat and high-sucrose diet^6^. The biological consequences of the upregulation of NADH-ubiquinone oxidoreductase gene expression by imeglimin remain to be determined.

Whereas the inhibition of mitochondrial function and the activation of AMPK are thought to contribute to the pharmacological actions of metformin, such effects of metformin are apparent in vitro only at much higher concentrations than those achieved in the circulation of living animals treated with pharmacological doses of the drug^24,38^. This discrepancy in drug concentrations argues against a role for the suppression of mitochondrial function in the pharmacological actions of metformin^39,40^. We have now shown that imeglimin inhibits mitochondrial function and activates AMPK at similar concentrations to metformin, which were also much higher than those achieved in the circulation after administration of a pharmacological dose^38,39^. Thus, it is possible that AMPK is not activated in the liver of humans treated with imeglimin or metformin at clinical dose. However, some investigators point out the possibility that cultured cells require higher doses of metformin to respond than living animals via several possible mechanisms^38,39^. It therefore remains unclear whether the effects of imeglimin revealed in our study play a role in its pharmacological actions in the living body.

In summary, we have shown that imeglimin exerts biochemical effects similar to those of metformin on mitochondrial respiration, AMPK activity, and gene expression in hepatocytes at relatively high concentrations. However, effects on the expression of certain genes related to mitochondrial function differed between the two drugs. It will be of interest to study the differences and similarities in the biochemical properties of these drugs with other cell types including muscle cells, pancreatic beta cells, and intestinal cells. Despite intense efforts for more than half a century, the mechanism by which metformin exerts its antidiabetic action remains incompletely understood. Our findings on the differences and similarities of imeglimin and metformin may provide important insight into not only the new drug but also the widely administered and scientifically intriguing old one.

## Methods

### Cell culture

HepG2 cells (ECACC, UK) were maintained under a mixture of 95% air and 5% CO_2_ at 37℃ in six-well plates containing high-glucose (25 mmol/l) DMEM supplemented with 10% heat-inactivated FBS. They were exposed to metformin (Merck, Germany), imeglimin (provided by Sumitomo Pharma Co. Ltd., Japan), or vehicle before analysis.

### siRNA transfection

Cells were transfected for 72 h in six-well plates with 25 nmol/l small interfering RNAs (siRNAs) targeting *LKB1* (*STK11* siRNA-SMART pool, Horizon, UK) or control siRNAs (nontargeting siRNA pool #2, Horizon) and with the use of the Lipofectamine RNAiMAX reagent (Invitrogen, USA). They were then stimulated with metformin or imeglimin for 3 h before immunoblot analysis.

### Primary hepatocytes

Mouse primary hepatocytes were isolated from male C57BL/6J mice (CLEA Japan) by enzymatic digestion with collagenase essentially as described^41–43^. The isolated hepatocytes were seeded at a density of 2.25 × 10^5^ cells per well in 6-well plates (coated with collagen) for immunoblot in William's E Medium with 5% FBS 0.5%, penicillin, and 0.5% streptomycin.

### Mice

This study was performed in accordance with relevant guidelines and regulations. Animal experiments were carried out in accordance with the ARRIVE guidelines and approved by the animal experimentation committee of Kobe University Graduate School of Medicine. C57BL/6J mice were obtained from CLEA Japan and maintained on a normal diet and on a 12-h-light/12-h-dark cycle. At 8 weeks of age, male mice were deprived of food overnight, allowed to refeed for 5 h, and then injected i.p. with vehicle or with metformin or imeglimin at 250 mg/kg. A blood sample was collected from the tail vein at 1 h after the injection for determination of the blood glucose level with a glucose meter (Sanwa Chemical, Japan) and of the plasma insulin concentration with an ELISA kit for mouse insulin (Morinaga, Japan).

### Immunoblot analysis

Cells were solubilized with a lysis buffer consisting of 0.2% Triton X-100, a protease inhibitor cocktail (Merck, Germany), and a phosphatase inhibitor cocktail (Nacalai Tesque, Japan) in PBS. Mouse liver was homogenized in a lysis buffer comprising 20 mmol/l Tris–HCl (pH 7.5), 150 mmol/l NaCl, 2 mmol/l EDTA, 1% Nonidet P-40, 10% glycerol, and protease inhibitor and phosphatase inhibitor cocktails. The protein concentration of each sample was measured with a BCA protein assay kit (Thermo Fisher Scientific, USA), and equal amounts of protein were fractionated by SDS-PAGE. The separated proteins were transferred to a nitrocellulose membrane (Cytiva, Japan), which was then exposed to 3% BSA (Fuji Film Wako, Japan) before incubation with primary antibodies including those to α subunits of AMPK (AMPKα), to phosphorylated AMPKα (Thr^172^), to acetyl-CoA carboxylase (ACC), and to phosphorylated ACC (Ser^79^), all of which were obtained from Cell Signaling Technology (USA), and to GAPDH, from MBL International (USA). Immune complexes were detected with Anti-Rabbit IgG (H + L) HRP Conjugate (Promega, USA) and chemiluminescence reagents (ECL prime, Cytiva) and were quantified with the use of ImageJ software. Original blots are shown in Fig. S2–4.

### Mitochondrial respiration

HepG2 cells in culture medium were seeded at a density of 1.2 × 10^5^ per well in a Seahorse XF^e^24-well plate (Agilent Technologies, USA). After 24 h, the medium was changed to Seahorse XF DMEM containing 10 mmol/l glucose, 1 mmol/l pyruvate, and 2 mmol/l L-glutamine, and the cells were stimulated with metformin or imeglimin for 3 h. Mitochondrial respiratory chain activity was measured with a Seahorse XF^e^24 extracellular flux analyzer. Oxygen consumption was determined under the basal condition and after treatment with oligomycin (2 μmol/l), carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone (FCCP, 1 μmol/l), and both rotenone (0.5 μmol/l) and antimycin A (0.5 μmol/l), and was normalized by protein concentration measured with a BCA protein assay kit (Thermo Fisher Scientific, USA).

Primary hepatocytes were seeded at a density of 5.0 × 10^3^ per well in a Seahorse XF^e^96-well plate (Agilent Technologies, USA). After 16 h, the medium was changed to Seahorse XF DMEM containing 10 mmol/l glucose, 1 mmol/l pyruvate, and 2 mmol/l L-glutamine, and the hepatocytes were stimulated with metformin or imeglimin for 3 h. Mitochondrial respiratory chain activity was measured with a Seahorse XF^e^96 extracellular flux analyzer. Oxygen consumption was determined under the basal condition and after treatment with oligomycin (2 μmol/l), carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone (FCCP, 1 μmol/l), and both rotenone (0.5 μmol/l) and antimycin A (0.5 μmol/l), and was normalized by protein concentration measured with a BCA protein assay kit (Thermo Fisher Scientific, USA).

### RNA-seq and RT-qPCR analysis

Cells were incubated in 12-well plates and stimulated with 0.25 or 3 mmol/l metformin or imeglimin, with 1 mmol/l 5-aminoimidazole-4-carboxamide ribonucleotide (AICAR), or with vehicle for 12 h. Total RNA was extracted from the cells with the use of an RNeasy Mini Kit (Qiagen, Germany) and was subjected to RNA-sequencing (RNA-seq) analysis by Macrogen Japan. An mRNA paired-end library was prepared from each RNA sample with the use of a TruSeq Stranded mRNA Library Preparation Kit (Illumina, USA), and each library was sequenced with an Illumina NovaSeq 6000 system. The number of reads was 4 × 10^7^ per sample, and GRCh38 was used as the human reference sequence genome. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of genes (https://www.kegg.jp/kegg/kegg1.html) was performed to identify relevant biological pathways with the use of the Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8 online tool (https://david.ncifcrf.gov). Genes with expression values of Transcripts Per kilobase Million (TPM) > 10 and with a fold-change >|2| were used for the pathway analysis. P-value less than 0.05 are considered to be statistically significant. For RT and quantitative PCR (qPCR) analysis, isolated RNA was subjected to RT with the use of a high-capacity RT kit (Applied Biosystems, USA) and the resulting cDNA was subjected to qPCR with specific primers (Table S2) in a real-time PCR system (Applied Biosystems, USA). The abundance of target mRNAs was normalized by that of 36B4 mRNA.

### Statistical analysis

Quantitative data are presented as means ± SEM and were analyzed with Student’s *t* test or by one-way ANOVA followed by Tukey’s test. A *p* value of < 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information.

## Data Availability

Original RNA-seq data have been deposited in the Gene Expression Omnibus database of NCBI (GSE208245). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208245.

# Supplementary material for: Effects of imeglimin on mitochondrial function, AMPK activity, and gene expression in hepatocytes
**Source:** Sci Rep. 2023 Jan 13;13:746. doi: 10.1038/s41598-023-27689-y
**Supplement:** Supplementary file 1 — Supplementary Information.

## Slide 1
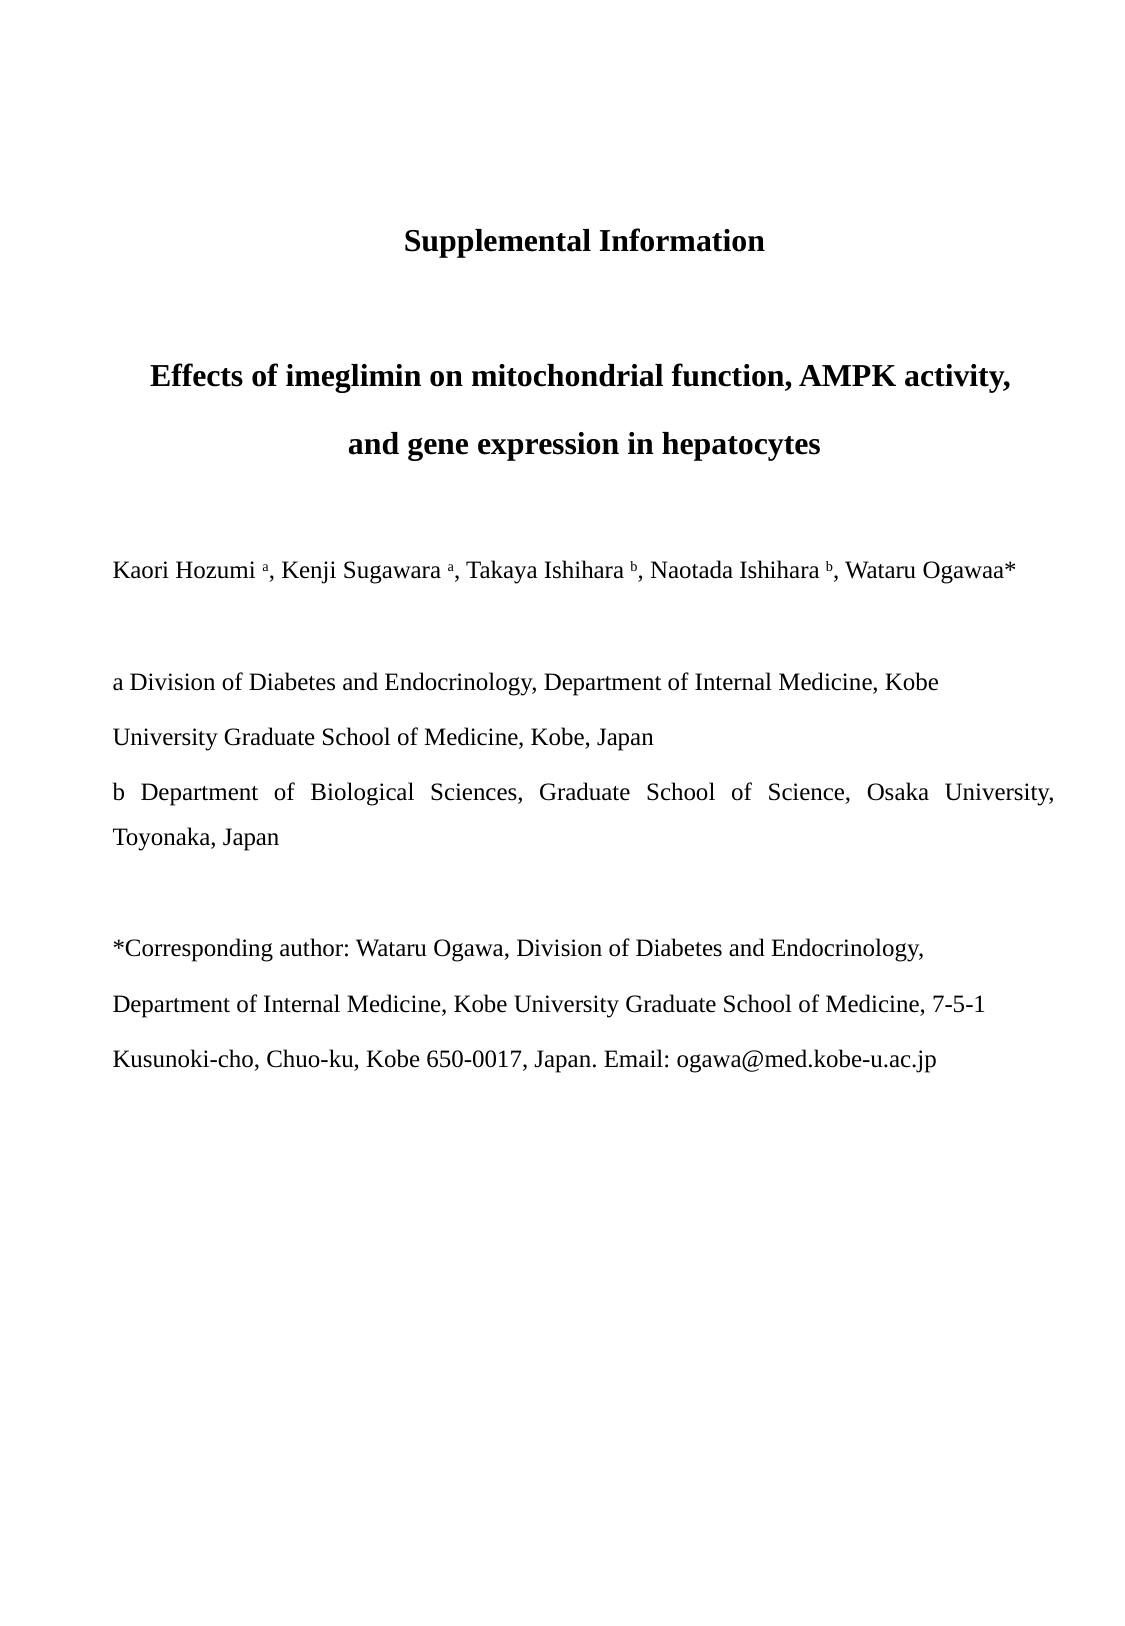

Supplemental Information
Effects of imeglimin on mitochondrial function, AMPK activity,
and gene expression in hepatocytes
Kaori Hozumi a, Kenji Sugawara a, Takaya Ishihara b, Naotada Ishihara b, Wataru Ogawaa*

## Slide 2
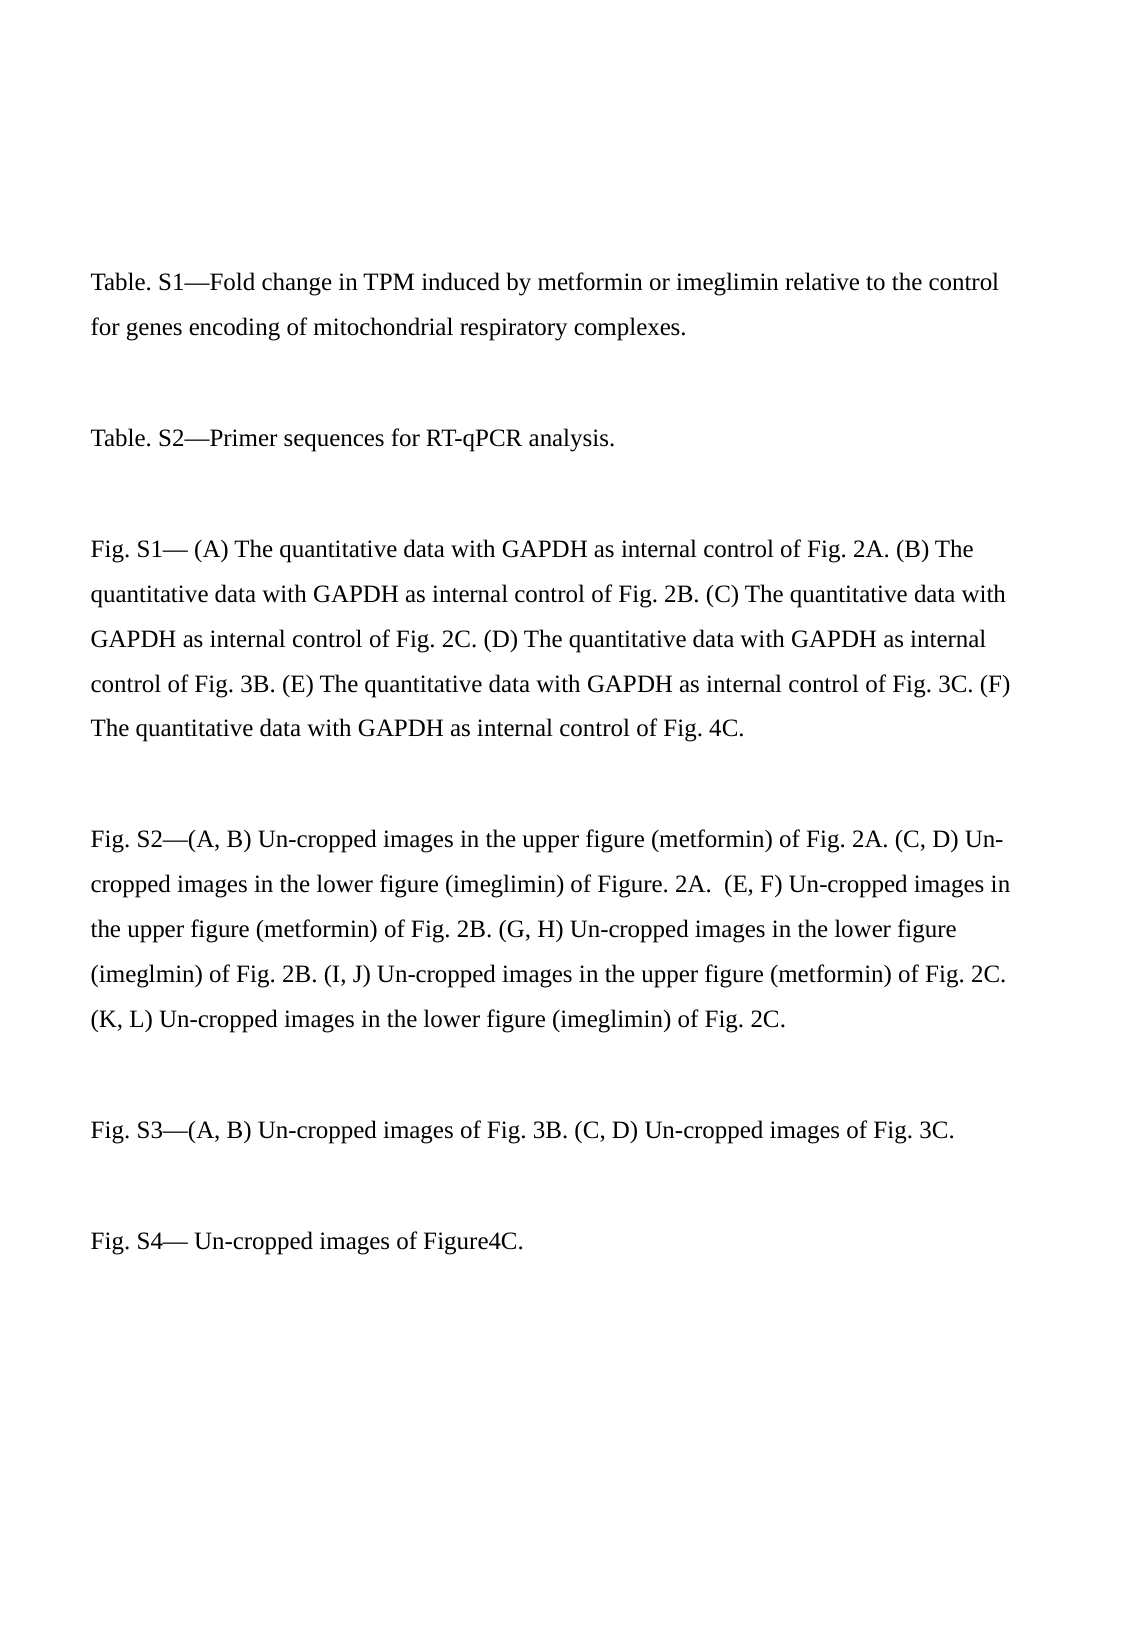

Table. S1—Fold change in TPM induced by metformin or imeglimin relative to the control for genes encoding of mitochondrial respiratory complexes.
Table. S2—Primer sequences for RT-qPCR analysis.
Fig. S1— (A) The quantitative data with GAPDH as internal control of Fig. 2A. (B) The quantitative data with GAPDH as internal control of Fig. 2B. (C) The quantitative data with GAPDH as internal control of Fig. 2C. (D) The quantitative data with GAPDH as internal control of Fig. 3B. (E) The quantitative data with GAPDH as internal control of Fig. 3C. (F) The quantitative data with GAPDH as internal control of Fig. 4C.
Fig. S2—(A, B) Un-cropped images in the upper figure (metformin) of Fig. 2A. (C, D) Un-cropped images in the lower figure (imeglimin) of Figure. 2A. (E, F) Un-cropped images in the upper figure (metformin) of Fig. 2B. (G, H) Un-cropped images in the lower figure (imeglmin) of Fig. 2B. (I, J) Un-cropped images in the upper figure (metformin) of Fig. 2C. (K, L) Un-cropped images in the lower figure (imeglimin) of Fig. 2C.
Fig. S3—(A, B) Un-cropped images of Fig. 3B. (C, D) Un-cropped images of Fig. 3C.
Fig. S4— Un-cropped images of Figure4C.

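Table S1 gives, for genes of respiratory complexes I to V, the mean TPM of the 3 libraries with 3 mmol/l metformin or imeglimin divided by the mean TPM of the 3 vehicle libraries. TPM divides each gene's reads by its length and then scales every library to the same total, so a ratio describes a gene's share of all transcripts in the cells. Ratios computed in this way from the deposited TPM values differed from those of Table S1 by at most 5e-10. The table carries no error or test. By edgeR's quasi-likelihood test, the call differed between the drugs for 25 of the genes, 16 nuclear and 9 mitochondrially encoded. Among the nuclear genes, *ATP5F1A* (ratios 1.11 and 0.959) and *ATP5F1B* (1.14 and 0.966) were called with metformin only, and *SDHC* (0.966 and 0.851) with imeglimin only.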

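Table S2 lists the primers with which RT-qPCR amplified part of each mRNA, and each primer of the mitochondrial genes was searched in the mitochondrial sequence of GRCh38, where it had 1 exact match. The primers of *ND1* amplify positions 3391 to 3507 (117 bp), those of *ND2* 4805 to 4940 (136 bp), those of *ND3* 10081 to 10192 (112 bp) and those of *CYTB* 14967 to 15058 (92 bp), each inside its own gene. The pairs given for *ND4* and for *ND4L* are the same sequences, CCCTCGTAGTAACAGCCATTCTC and CGACTGTGAGTGCGTTCGTAGT. They amplify positions 11643 to 11778 (136 bp), inside *ND4* and outside *ND4L*, which ends at 10766.

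**Figure D3:**
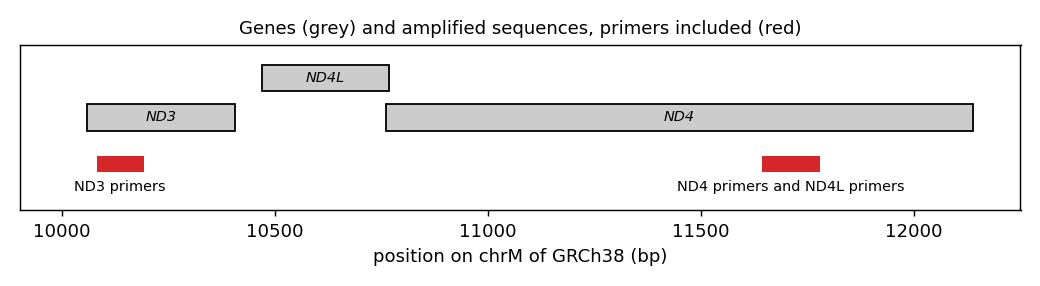
*ND3*, *ND4L* and *ND4* on the mitochondrial chromosome of GRCh38 (grey boxes, positions in bp) and the sequences amplified by the primers of Table S2, primers included (red boxes). The sequence for the *ND4* and *ND4L* pairs, 11643 to 11778, lies in *ND4* only.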

## Slide 3
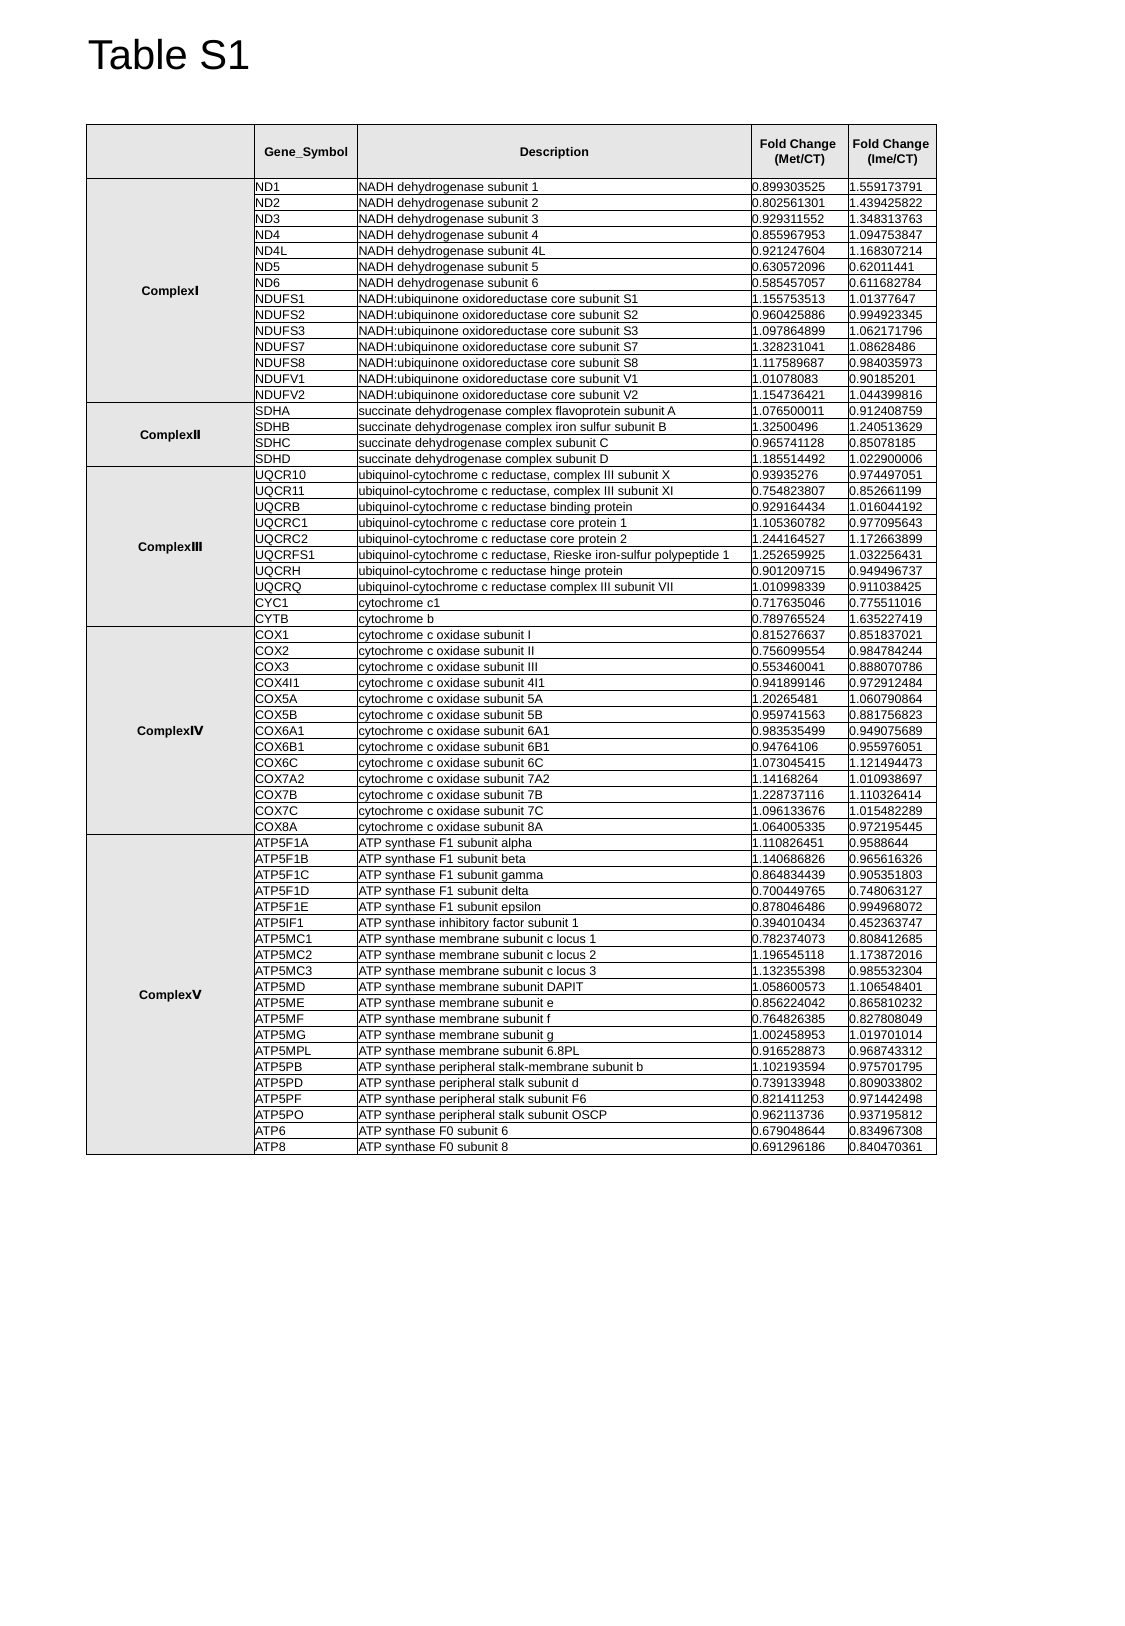

Table S1
### Chart
| Category | Control | Metformin 250mg/kg | Imeglimin 250mg/kg |
|---|---|---|---|
| mHSPA1A | 1.0 | 0.6909035043674323 | 0.47089120549788 |
| mHSPA1B | 1.0 | 0.7042827905102651 | 0.4787460813879924 |
| mHSPH1 | 1.0 | 0.8562788563369644 | 0.6019298944463425 |
| mIGFBP3 | 1.0 | 0.8987910064160927 | 0.8711175800432892 |

## Slide 4
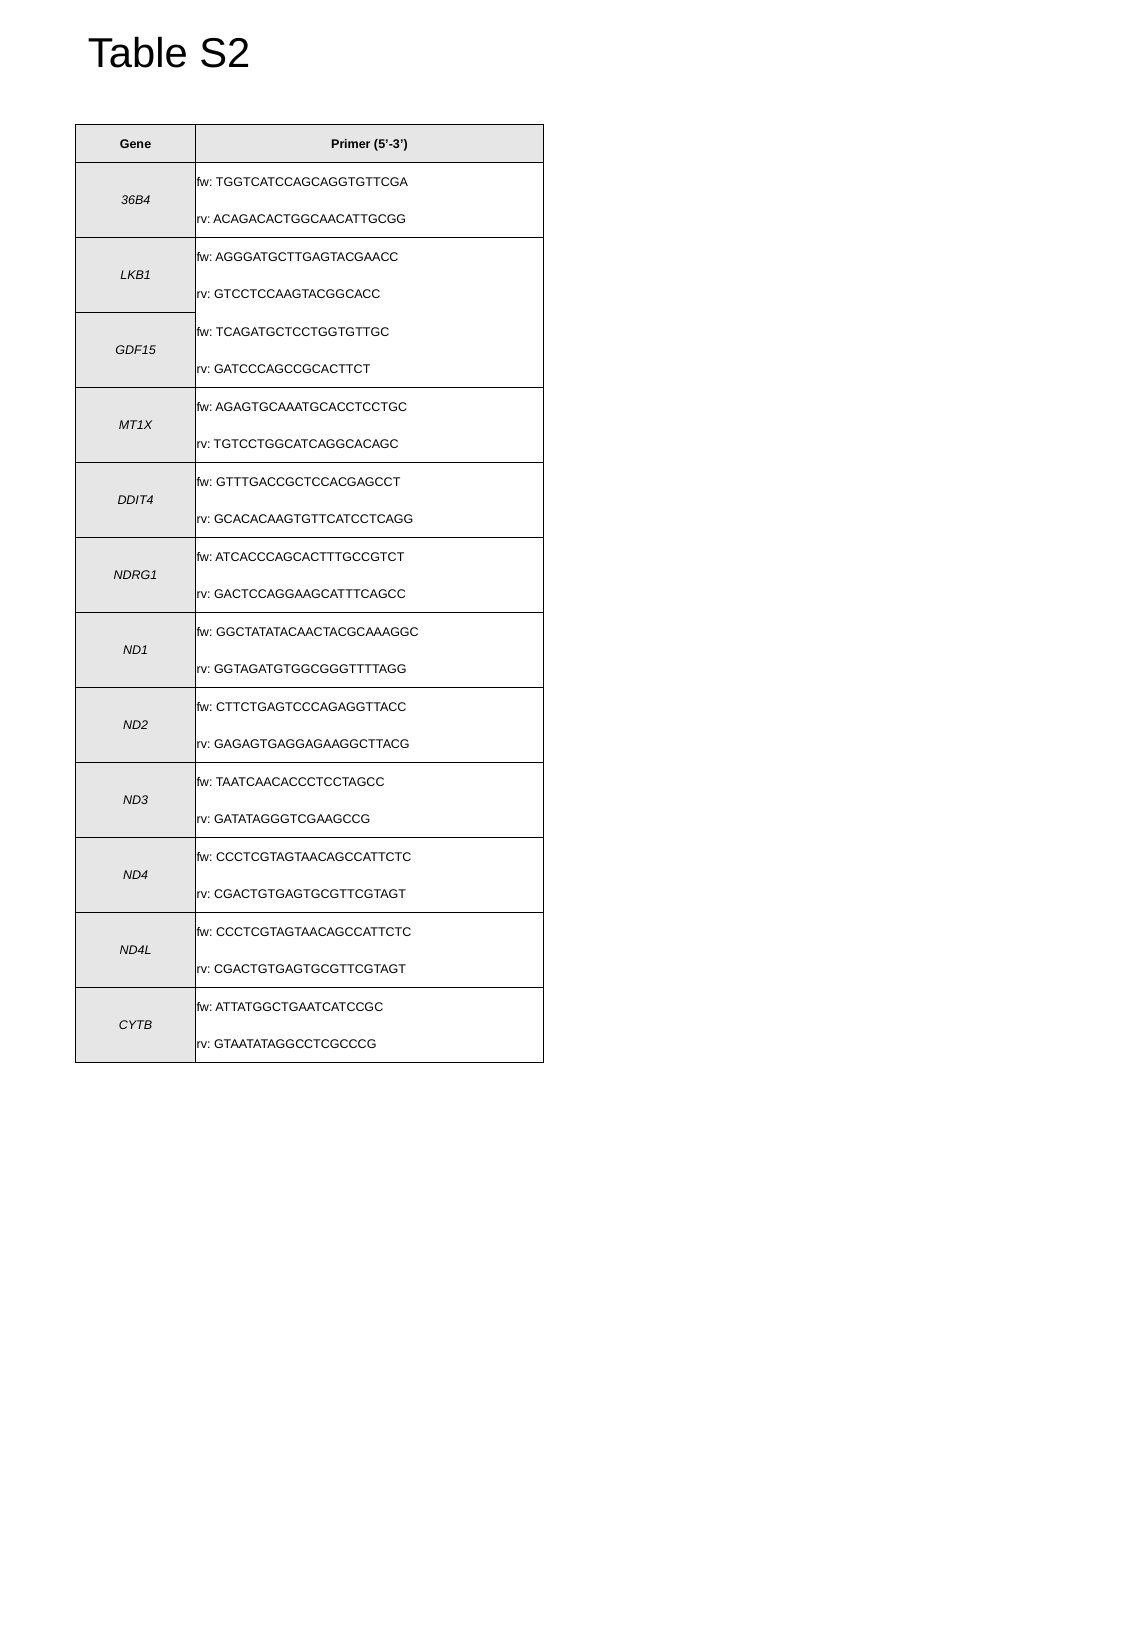

Table S2
| Gene | Primer (5’-3’) |
| --- | --- |
| 36B4 | fw: TGGTCATCCAGCAGGTGTTCGA |
| | rv: ACAGACACTGGCAACATTGCGG |
| LKB1 | fw: AGGGATGCTTGAGTACGAACC |
| | rv: GTCCTCCAAGTACGGCACC |
| GDF15 | fw: TCAGATGCTCCTGGTGTTGC |
| | rv: GATCCCAGCCGCACTTCT |
| MT1X | fw: AGAGTGCAAATGCACCTCCTGC |
| | rv: TGTCCTGGCATCAGGCACAGC |
| DDIT4 | fw: GTTTGACCGCTCCACGAGCCT |
| | rv: GCACACAAGTGTTCATCCTCAGG |
| NDRG1 | fw: ATCACCCAGCACTTTGCCGTCT |
| | rv: GACTCCAGGAAGCATTTCAGCC |
| ND1 | fw: GGCTATATACAACTACGCAAAGGC |
| | rv: GGTAGATGTGGCGGGTTTTAGG |
| ND2 | fw: CTTCTGAGTCCCAGAGGTTACC |
| | rv: GAGAGTGAGGAGAAGGCTTACG |
| ND3 | fw: TAATCAACACCCTCCTAGCC |
| | rv: GATATAGGGTCGAAGCCG |
| ND4 | fw: CCCTCGTAGTAACAGCCATTCTC |
| | rv: CGACTGTGAGTGCGTTCGTAGT |
| ND4L | fw: CCCTCGTAGTAACAGCCATTCTC |
| | rv: CGACTGTGAGTGCGTTCGTAGT |
| CYTB | fw: ATTATGGCTGAATCATCCGC |
| | rv: GTAATATAGGCCTCGCCCG |
### Chart
| Category | Control | Metformin 250mg/kg | Imeglimin 250mg/kg |
|---|---|---|---|
| mHSPA1A | 1.0 | 0.6909035043674323 | 0.47089120549788 |
| mHSPA1B | 1.0 | 0.7042827905102651 | 0.4787460813879924 |
| mHSPH1 | 1.0 | 0.8562788563369644 | 0.6019298944463425 |
| mIGFBP3 | 1.0 | 0.8987910064160927 | 0.8711175800432892 |

## Slide 5
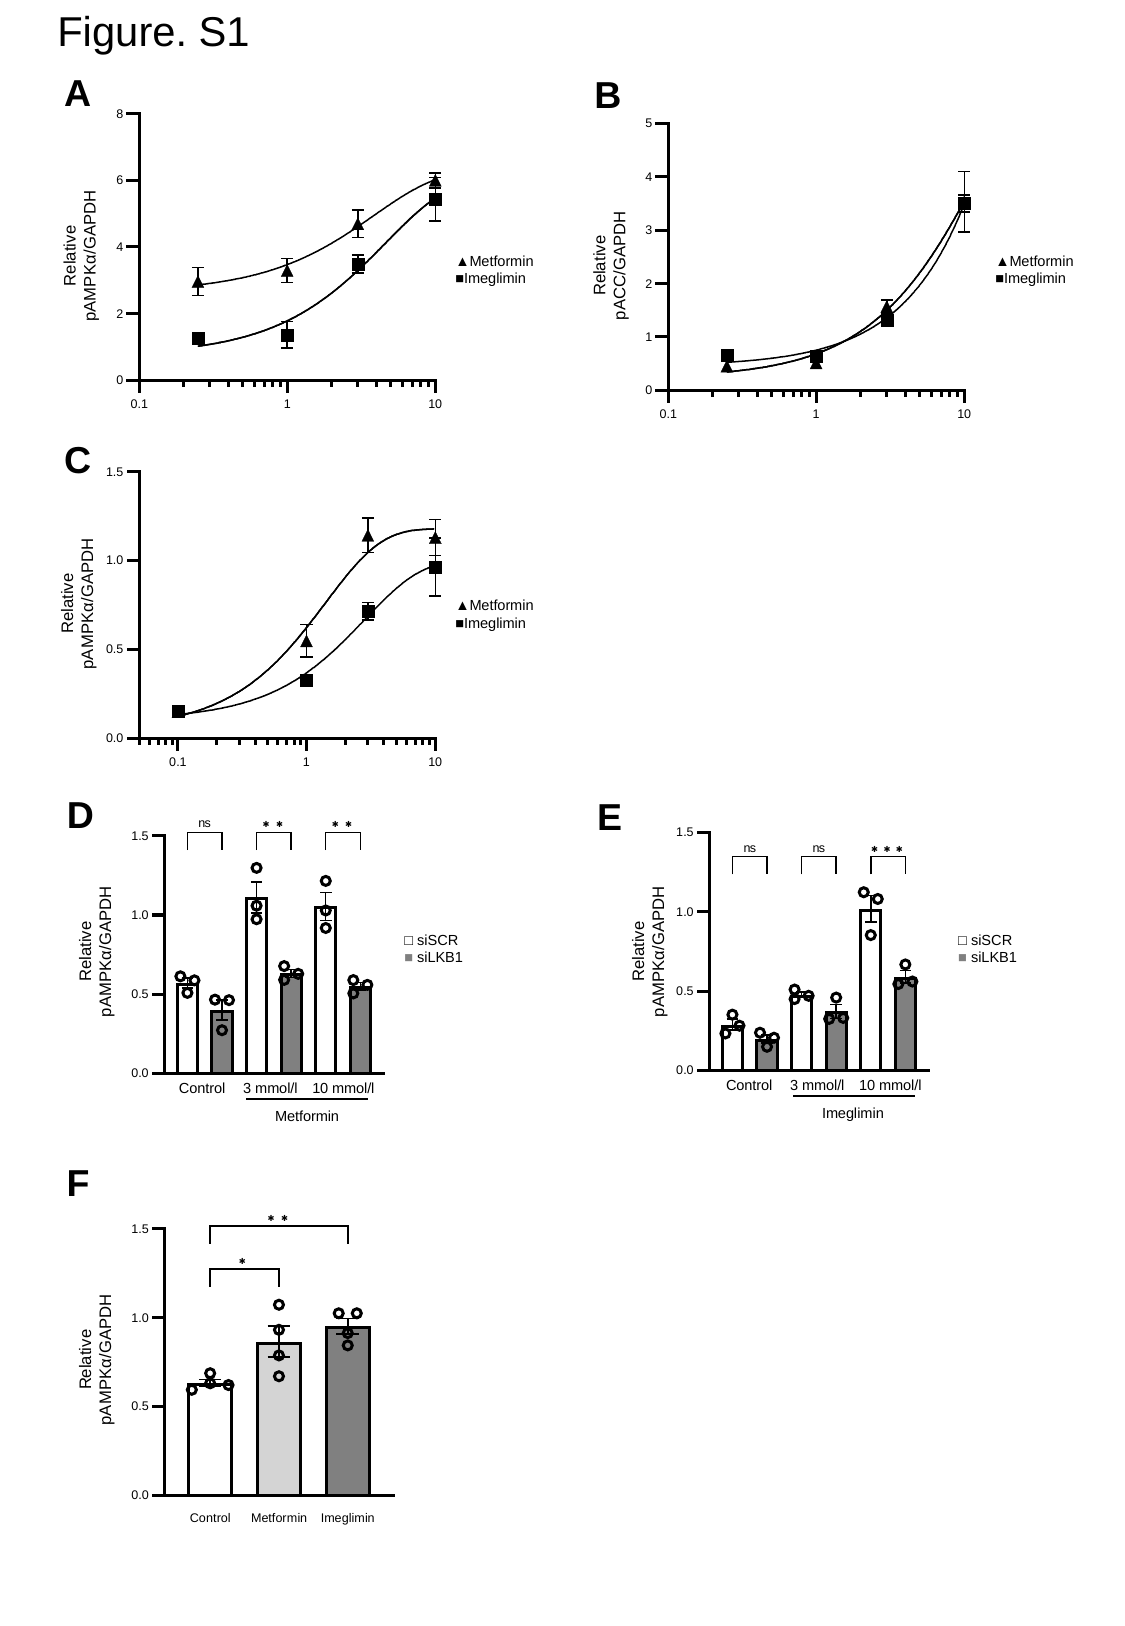

Figure. S1
A
B
Relative
pAMPKα/GAPDH
Relative
pACC/GAPDH
▲Metformin
■Imeglimin
▲Metformin
■Imeglimin
C
Relative
pAMPKα/GAPDH
▲Metformin
■Imeglimin
D
E
### Chart
| Category | Control | Metformin 250mg/kg | Imeglimin 250mg/kg |
|---|---|---|---|
| mHSPA1A | 1.0 | 0.6909035043674323 | 0.47089120549788 |
| mHSPA1B | 1.0 | 0.7042827905102651 | 0.4787460813879924 |
| mHSPH1 | 1.0 | 0.8562788563369644 | 0.6019298944463425 |
| mIGFBP3 | 1.0 | 0.8987910064160927 | 0.8711175800432892 |□ siSCR
■ siLKB1
□ siSCR
■ siLKB1
Relative
pAMPKα/GAPDH
Relative
pAMPKα/GAPDH
3 mmol/l
10 mmol/l
Control
3 mmol/l
10 mmol/l
Control
Imeglimin
Metformin
F
Relative
pAMPKα/GAPDH

## Slide 6
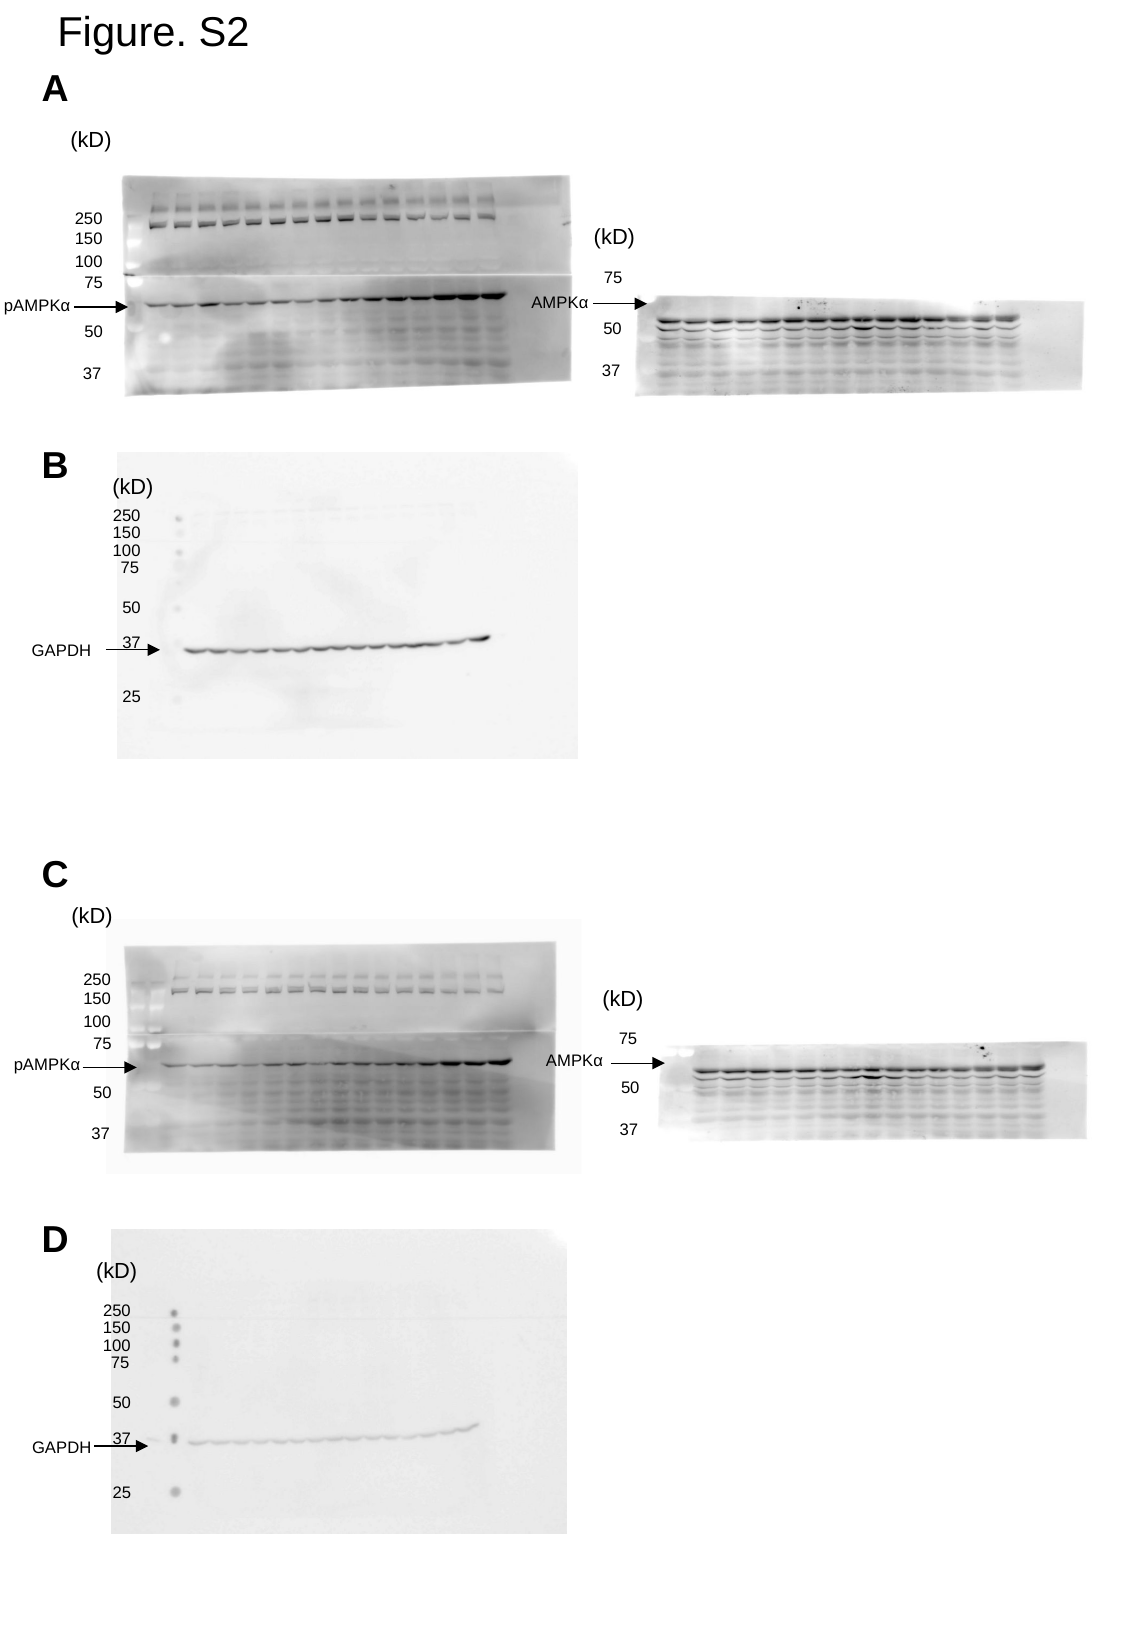

Figure. S2
A
(kD)
250
(kD)
150
100
75
75
AMPKα
pAMPKα
50
50
37
37
B
(kD)
250
150
100
75
50
37
GAPDH
25
C
(kD)
250
(kD)
150
100
75
75
AMPKα
pAMPKα
50
50
37
37
D
(kD)
250
150
100
75
50
37
GAPDH
25

## Slide 7
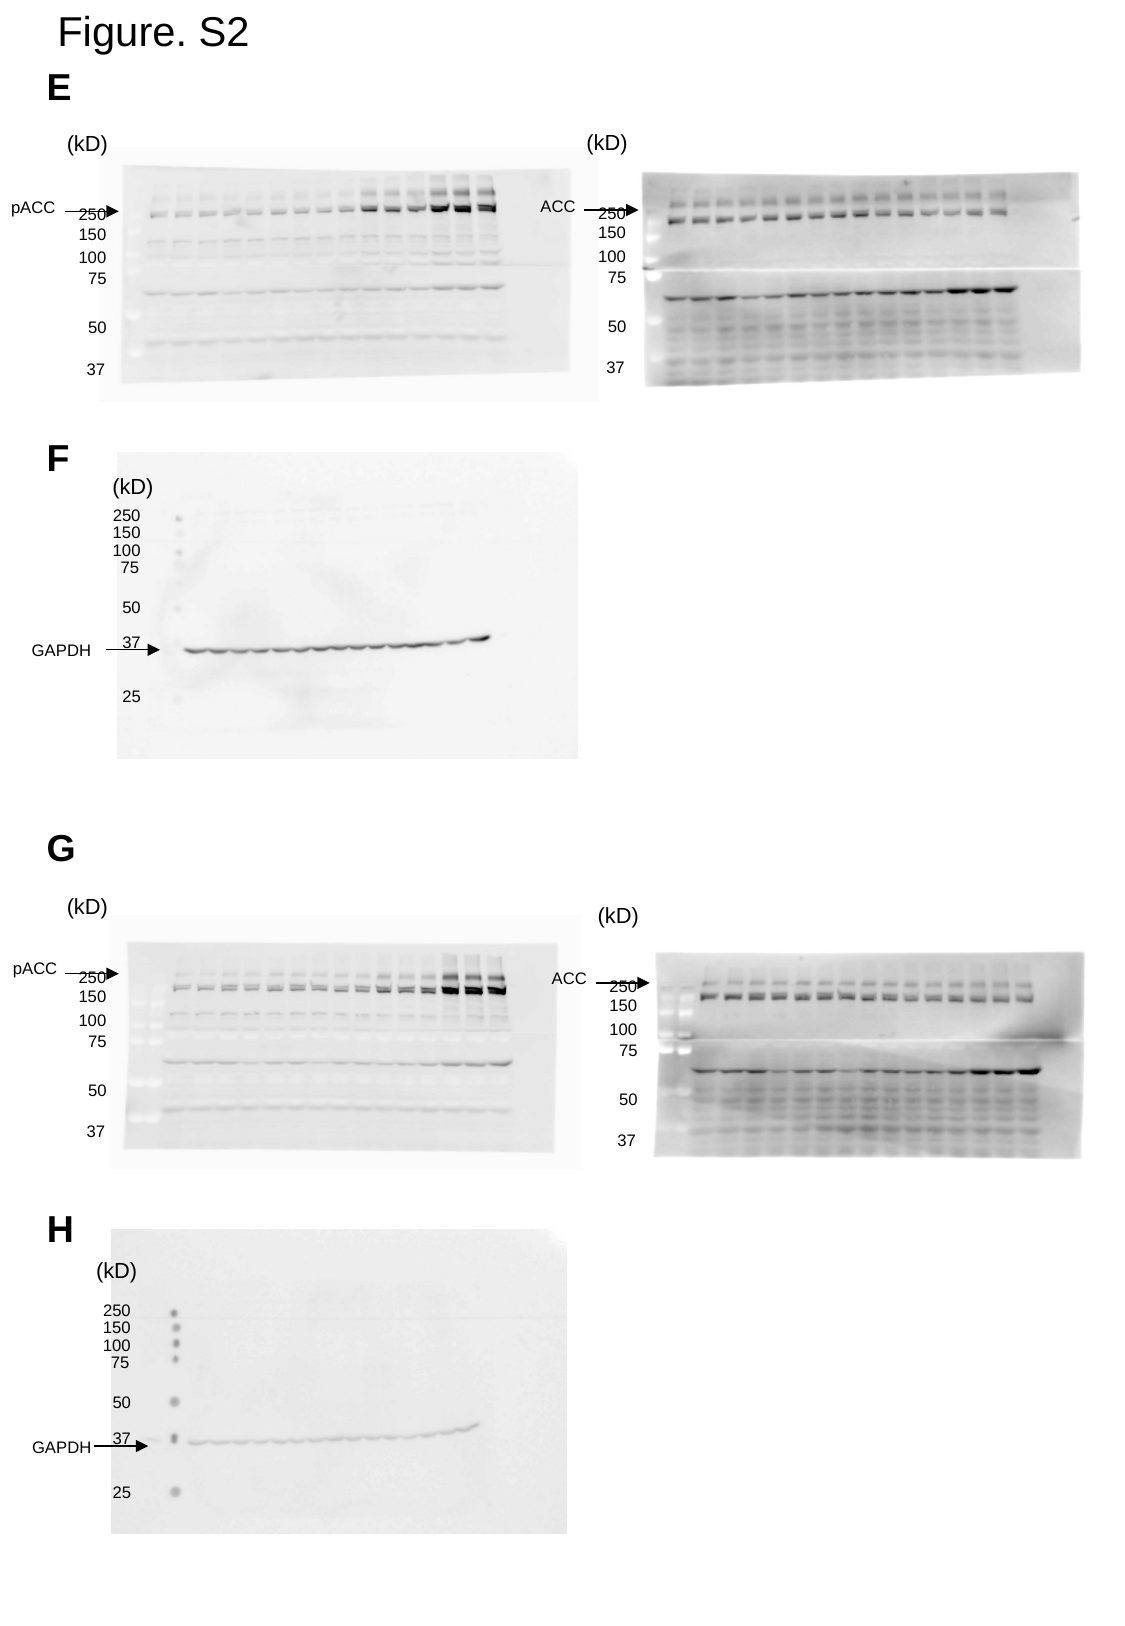

Figure. S2
E
(kD)
(kD)
ACC
pACC
250
250
150
150
100
100
75
75
50
50
37
37
F
(kD)
250
150
100
75
50
37
GAPDH
25
G
(kD)
(kD)
pACC
250
ACC
250
150
150
100
100
75
75
50
50
37
37
H
(kD)
250
150
100
75
50
37
GAPDH
25

## Slide 8
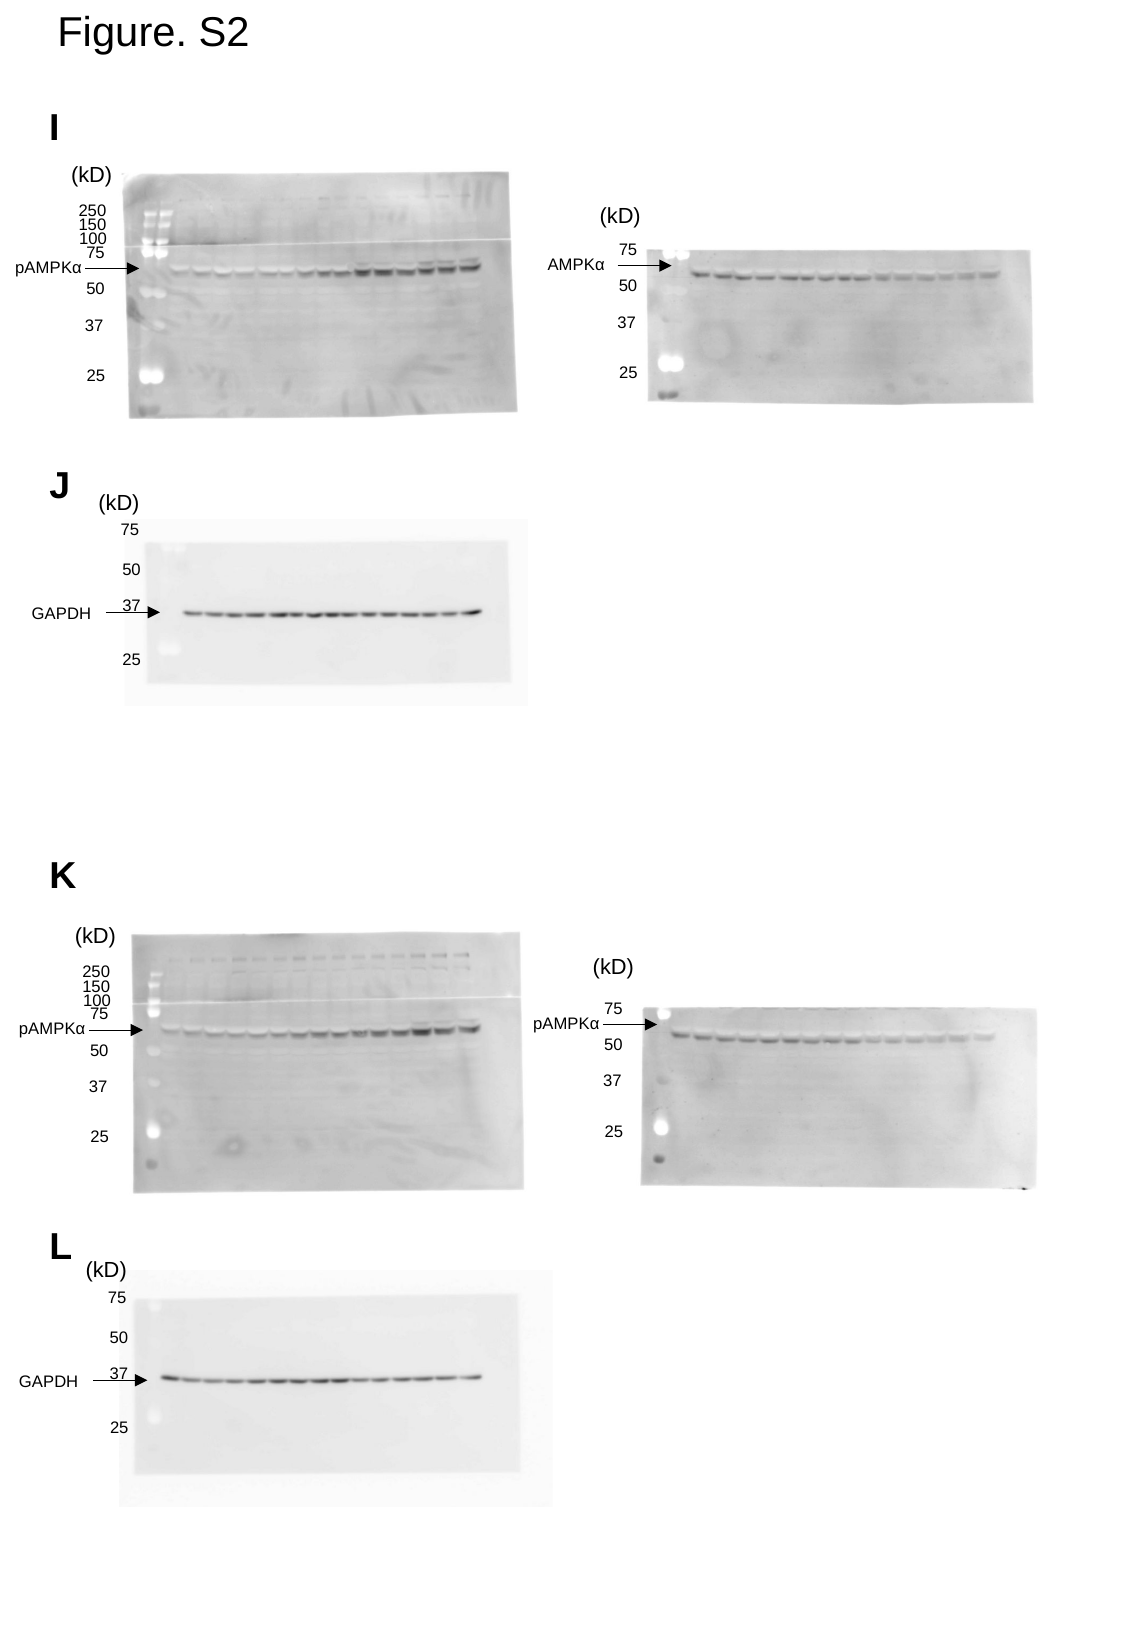

Figure. S2
I
(kD)
250
(kD)
150
100
75
75
AMPKα
pAMPKα
50
50
37
37
25
25
J
(kD)
75
50
37
GAPDH
25
K
(kD)
(kD)
250
150
100
75
75
pAMPKα
pAMPKα
50
50
37
37
25
25
L
(kD)
75
50
37
GAPDH
25

## Slide 9
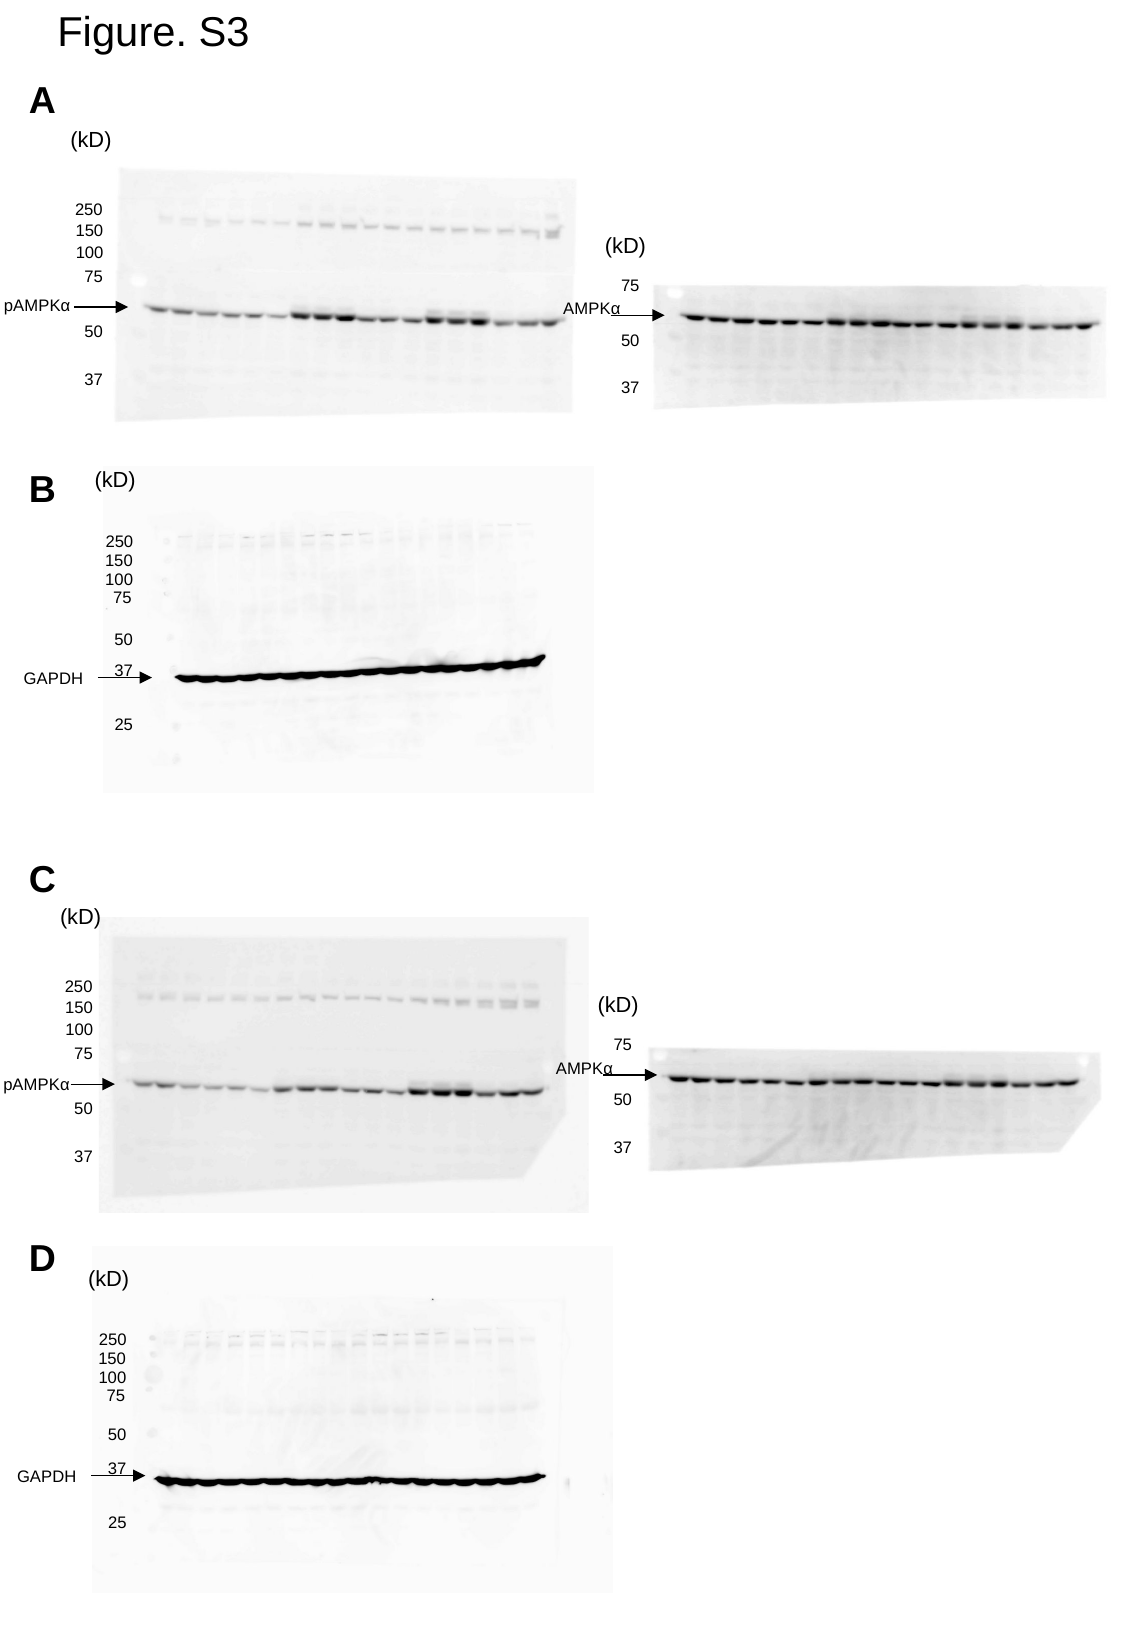

Figure. S3
A
(kD)
250
150
(kD)
100
75
75
pAMPKα
AMPKα
50
50
37
37
B
(kD)
250
150
100
75
50
37
GAPDH
25
C
(kD)
250
(kD)
150
100
75
75
AMPKα
pAMPKα
50
50
37
37
D
(kD)
250
150
100
75
50
37
GAPDH
25

## Slide 10
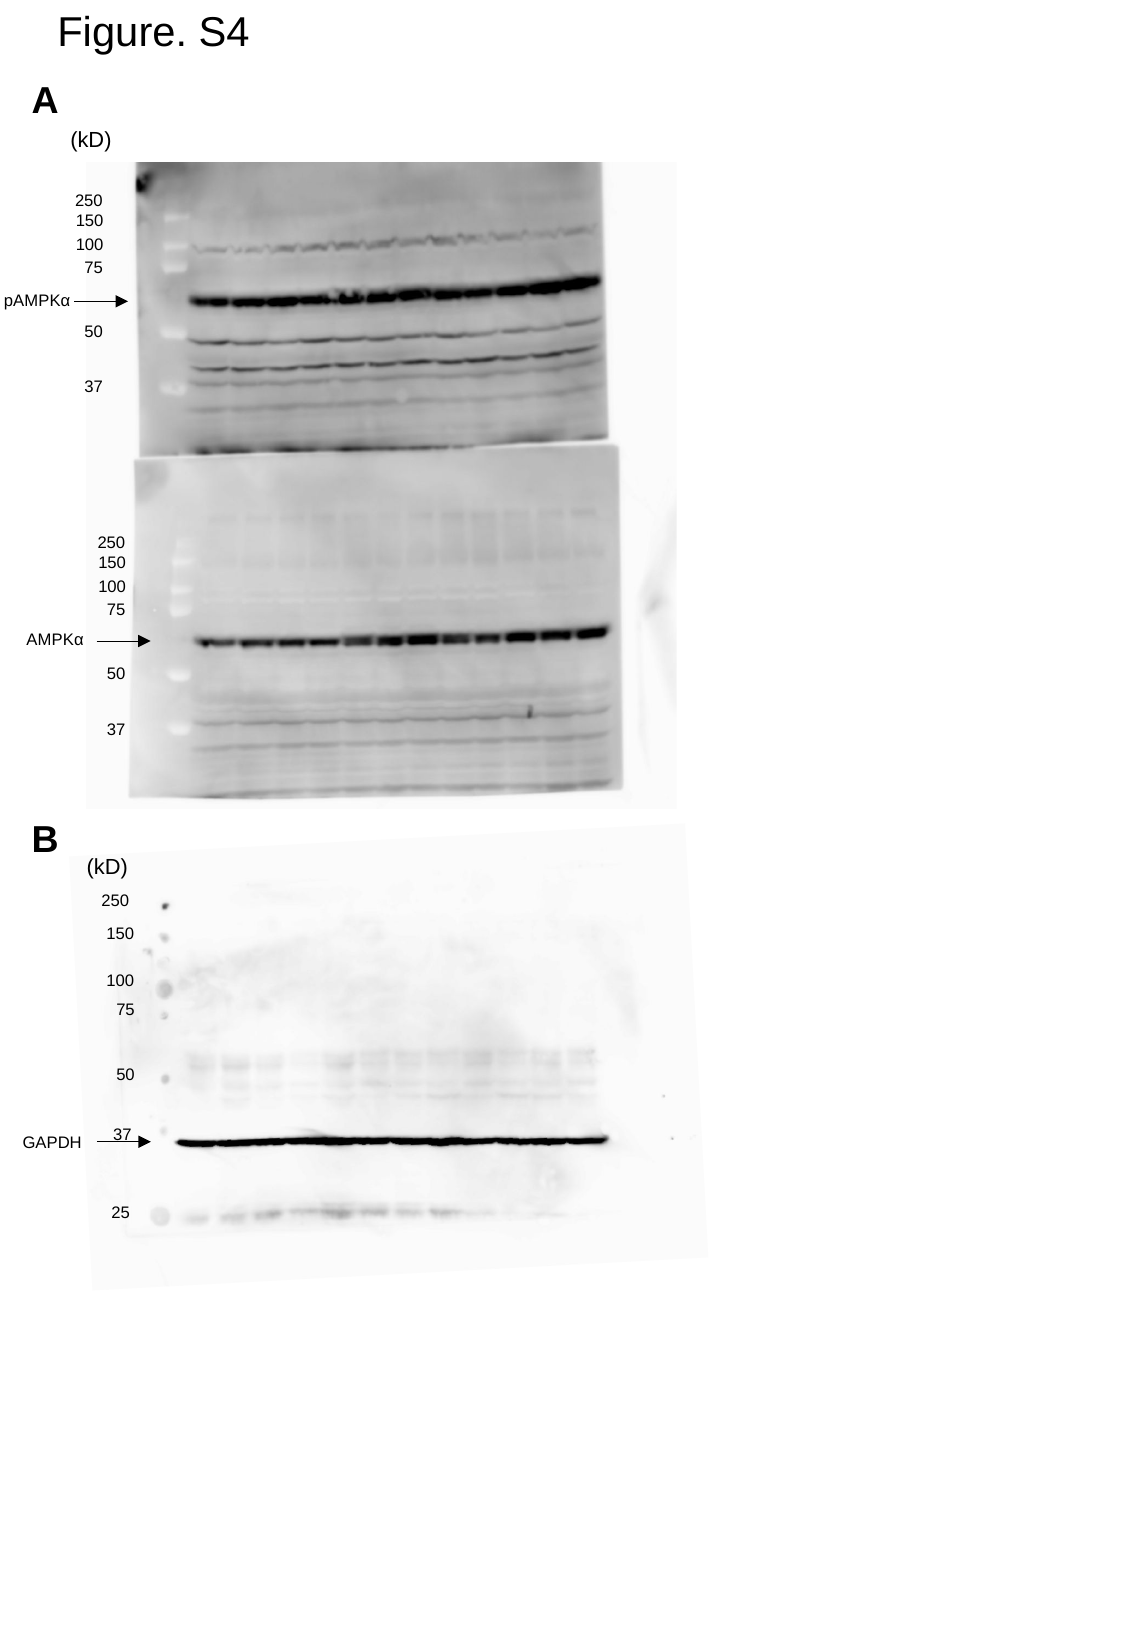

Figure. S4
A
(kD)
250
150
100
75
pAMPKα
50
37
250
150
100
75
AMPKα
50
37
B
(kD)
250
150
100
75
50
37
GAPDH
25

How the deposited data were processed for this re-analysis (not part of the article)

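RNA-seq was analysed for 18 libraries of HepG2 cells, 3 for each of 6 groups: vehicle, 0.25 and 3 mmol/l metformin, 0.25 and 3 mmol/l imeglimin, and 1 mmol/l AICAR, each for 12 h. The paper states that mRNA libraries were made with a TruSeq Stranded kit, sequenced as paired ends on a NovaSeq system by a service company and read against GRCh38. The authors deposited a single table of 46427 genes, with a read count, an FPKM value and a TPM value for each library. Every column was matched to a sample, and 3 entries of the table had a gene symbol that another entry also had, and were kept apart. As deposited by the authors, the counts are estimated counts, already rounded to whole numbers and not scaled between libraries: in each library a single factor times FPKM times gene length, rounded up, gives the counts of all mitochondrial genes with reads. TPM and FPKM were scaled by the authors, and the TPM columns sum to between 998996 and 999309. The median total over the libraries was 45180756 counts.

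Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups and its default settings (16274 genes), libraries were scaled by TMM (factors from 0.8421 to 1.091), and a quasi-likelihood model with robust estimation and 1 mean per group was fitted to all 18 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, in 7 comparisons: each treatment with vehicle, and metformin with imeglimin at each dose. Log2 CPM (counts scaled to a common library total) was computed with a prior count of 2. Multidimensional scaling and clustering (average linkage, Euclidean distance, values scaled per gene) used log2 CPM, since the paper's text names no method for either. Correlations between changes were computed across genes with a mean TPM over 10. Their size without an effect was obtained from 100 simulated sets of unchanged groups that share a vehicle group.

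The thresholds of the paper's pathway analysis (TPM over 10, fold change over 2) were applied to ratios of mean TPM, with the mean TPM taken over the 9 libraries of vehicle and of both drugs at 3 mmol/l. The search of the KEGG database was not repeated. In its place, 12 gene lists (HIF-1, ATF4, p53 and PPAR-alpha targets; metallothionein, cholesterol synthesis, glycolysis, gluconeogenesis, proximal tubule bicarbonate reclamation, serine, glycine and one-carbon, mitochondrially encoded protein and nuclear respiratory complex genes) were tested in 4 comparisons with camera of limma 3.58.1, at a correlation of 0.01 and with adjustment over the 48 tests. The lists were written from general knowledge of these pathways, and the last 2 lists hold the genes of Table S1. Shares of counts were compared with exact 2-sided permutation tests, whose smallest p is 0.1 with 3 libraries per group. Genes are named in the text by a rule that, like the gene lists and the alternatives below, was set before the data were examined: the genes the paper names, the other mitochondrially encoded protein genes, genes for AMPK subunits, LKB1 and *RPLP0*, up to 5 genes with the largest rise and the largest fall in a comparison, genes of the lists past the thresholds, and genes of Table S1 whose call differs between the drugs.

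Apart from those named at the end as added, the alternatives tried were DESeq2 1.42.0, DESeq2's size factors in edgeR, upper quartile scaling, scaling without the mitochondrial genes, limma on log2(TPM + 1), no filter on low counts, a mean TPM over 10, a test beyond 1.5-fold, a fit of the 2 groups compared alone, a block for the replicate number, and each library left out in turn. For the scaling plot they were log2(TPM + 1), log2(TPM + 0.1) and the 500 most variable genes; for the lists, a correlation estimated from the data and fry. Lists at 0.25 mmol/l, values relative to *RPLP0* and, apart from the comparison of the drugs at 3 mmol/l, values relative to the 13 mitochondrially encoded genes were added after the data were seen. The deposited labels number the replicates but do not say that equal numbers belong together. Correlations between equally numbered libraries over nuclear genes were above 0.1 for all 3 pairs only between vehicle and 0.25 mmol/l imeglimin (0.17, 0.24 and 0.13) and between vehicle and AICAR (0.13, 0.16 and 0.24), of the 15 pairs of groups, so no block was used.

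The procedure was tested on simulated data with 15836 genes, of which 200 were changed. It called 80% of the changed genes and 91% of those changed at least 2-fold, with 14 unchanged genes called, a slope of estimated on true changes of 1.037, and 0 genes called in comparisons of unchanged groups. These genes were changed in both directions, in the 3 mmol/l metformin group alone. In the data 12002 of 16274 genes were called for that group, and the simulation does not test the scaling under such broad changes. Its genes were drawn independently, so it does not test the preset correlation of camera. A planted gene list was called, and 0 of 20 random lists of unchanged genes were; in a first version a random list that held 1 changed gene had been called. The primers of the mitochondrial genes in Table S2 were searched in the mitochondrial sequence of GRCh38. Summaries and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. The experiments other than RNA-seq were left out, since they are not part of the deposited table.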

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

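The tests in this part were chosen after the share of mitochondrial counts had been seen, and the rule for reading the test of GC content and gene length was changed after its values had been seen.

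With AICAR, the 13 mitochondrially encoded protein genes took 8.94% ± 0.397 of all counts (SD, n = 3), against 4.58% ± 0.241 with vehicle, a ratio of 1.95. This was singled out because the paper does not report these genes for AICAR and the level is above that of the vehicle libraries. The exact 2-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Each of the 13 genes was called higher by edgeR's quasi-likelihood test, with log2 fold changes from 0.77 to 1.59 and a median of 1.302. As a list they were called by camera at the preset correlation (adjusted p = 3.7e-06, 13 of 13 genes higher) and by fry (adjusted p = 8.7e-08), and not by camera with an estimated correlation (adjusted p = 0.24). Fry does not compare the list with other genes, most of which were also called with AICAR. By TPM the ratio was 1.62.

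Scaling between libraries is argued against, since 13 of the 13 genes were called higher under each of the 4 other scalings, TPM included. Depth is argued against as well: the 15 other libraries have totals that span those of AICAR, and the highest share among them was 4.87%, while the lowest with AICAR was 8.52%. GC content and gene length could account for a part of the rise, because 471 nuclear genes with a GC content between 39.6% and 47.7% and a length between 207 and 1812 also rose, with a median of 0.46. The smallest rise of the 13 genes was 0.77, and none of 10000 random sets of 13 such nuclear genes reached the median of 1.302 (the highest was 1.23). Those sets treat genes as independent, which the 13 genes need not be. The test therefore cannot decide whether GC content and gene length are the whole cause.

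Reads from nuclear copies of mitochondrial genes cannot be told apart from mitochondrial ones, since the deposited table lists 0 genes named as such copies. A fall in the amount of all other mRNA per cell was not tested, because the libraries hold relative amounts. An effect of AICAR on mitochondrial transcripts remains open beside these, as a hypothesis found and tested on the same data.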

How the results depend on the processing

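Of the alternatives in this part, only the values relative to the 13 mitochondrially encoded genes with the replicate block were chosen after the data were seen. Unless a value or the construction of an alternative is given as the reason below, the cause of a change was not tested.

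Other splits of the 6 libraries were tried for each of the 7 comparisons. In each, 1 of the 10 splits gave as many genes as the real one, namely the real one itself, and no other split called more than 1 gene. With 10 splits that share cannot fall under 0.1, so splits alone cannot rule out chance.

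The counts of differentially expressed genes stayed within 1.5 times under DESeq2, DESeq2's size factors, upper quartile scaling, scaling without mitochondrial genes, no filter and the replicate block. With limma on log2(TPM + 1), 430 genes were called for 0.25 mmol/l metformin, 454 for 0.25 mmol/l imeglimin and 610 between them, against 752, 869 and 1171. With only the 2 groups compared in the fit, these were 1569, 1405 and 2140. The test beyond 1.5-fold asks for more and called 0, 0 and 0 genes for them (59, 67 and 76 at an unadjusted p under 0.05), 5404 and 2576 for 3 mmol/l metformin and imeglimin, 4794 for AICAR and 590 between the drugs at 3 mmol/l. With a mean TPM over 10 fewer genes were tested, and 5695, 5248, 5577 and 3677 were called in these comparisons. Without a library in turn, the counts ranged from 52 to 624 for 0.25 mmol/l metformin (52 without its second replicate), from 302 to 577 for 0.25 mmol/l imeglimin (302 without the first vehicle replicate) and from 343 to 858 between them (343 without the second metformin replicate). They moved by more than 1.5 times without any library but the second vehicle replicate for 0.25 mmol/l metformin, without any library for 0.25 mmol/l imeglimin, and between them without metformin replicate 1 or 2 or imeglimin replicate 1 or 3. Each of these fits has fewer samples. The others stayed close to the full fit, at 11447 to 11590 for 3 mmol/l metformin, 9323 to 9600 for 3 mmol/l imeglimin and 10756 to 11055 for AICAR. With the replicate block, 990, 12019, 1047, 10108 and 11315 genes were called for metformin at 0.25 and 3 mmol/l, imeglimin at 0.25 and 3 mmol/l and AICAR, and 7104 and 1454 between the drugs at 3 and 0.25 mmol/l.

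The share of called genes that were higher moved with the scaling. For 0.25 mmol/l metformin it was 74.9% with TMM, 87.0% with limma on TPM, 63.6% with DESeq2 and 52.8% with upper quartile scaling. For AICAR it was 48.4% with TMM and 17.6% with limma on TPM. Upper quartile scaling gave 33.5% for 3 mmol/l metformin and 37.4% for 3 mmol/l imeglimin, and moved the median log2 fold change of all genes to −0.274 and −0.14, and to −0.104 between the drugs. Without an AICAR library in turn, that median was −0.133 to −0.12 for AICAR.

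The correlation of the changes of metformin and imeglimin at 3 mmol/l was 0.894 with separate vehicle libraries, 0.784 with all genes kept, 0.911 with ratios of mean TPM and 0.908 as Spearman's rho, and 0.91 to 0.921 without a library in turn. For metformin and AICAR these were 0.134, 0.295, 0.124 and 0.051, with 0.127 over called genes only and 0.15 to 0.178 without a library. For imeglimin and AICAR they were 0.171 with separate vehicle libraries, 0.328 with all genes and 0.137 as rho, and 0.174 to 0.191 without a library. For both drugs at 0.25 mmol/l they were 0.279 with separate vehicle libraries, 0.458 with all genes and 0.548 over called genes only, and 0.295 to 0.468 without a library.

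In the scaling plot, log2(TPM + 1) put 47.3% and 39.2% on the first and second components, log2(TPM + 0.1) 34.8% and the 500 most variable genes 21.9% on the second, and fits without a library 38.0% to 46.3% and 22.9% to 31.9%. The cosine of the shifts of metformin and imeglimin at 3 mmol/l was 0.916 with log2(TPM + 1), 0.897 with log2(TPM + 0.1) and 0.857 to 0.879 without a library. That of metformin and AICAR was 0.453 with 500 genes, 0.302 with log2(TPM + 1), 0.4 with log2(TPM + 0.1) and 0.3 to 0.327 without a library. The shift at 0.25 mmol/l in percent of that at 3 mmol/l was 26.2% for metformin and 37.3% for imeglimin. It was 24.6% with 500 genes, 23.2% with log2(TPM + 1) and 25.8% to 30.2% without a library for metformin, and 31.8% with log2(TPM + 1) and 35.9% to 42.1% without a library for imeglimin. In the clustering, all genes in place of called genes left 5 groups with a cluster of their own.

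With a TPM over 10 in both groups, which leaves fewer genes, 471, 216 and 153 genes passed the thresholds of the pathway analysis with metformin, imeglimin and both, and 63 in place of 24 with imeglimin alone. These last were 48 without imeglimin replicate 2. The other counts stayed within 1.5 times under the other settings, but edgeR's fold change turned the balance from 295 higher and 470 lower with metformin to 469 and 340, and from 123 and 204 with imeglimin to 176 and 151. They were 747 to 799, 313 to 380 and 291 to 332 without a library in turn.

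For single mitochondrial genes, the sign of small changes moved with the scaling. With 3 mmol/l metformin against vehicle, limma on TPM, a mean TPM over 10 and upper quartile scaling gave log2 fold changes of −0.16, −0.16 and −0.19 for *ND1* (0.02 with TMM), −0.11, −0.11 and −0.14 for *ND3* (0.07), and −0.13, −0.12 and −0.15 for *ND4L* (0.06). With 3 mmol/l imeglimin they gave −0.023, −0.016 and −0.031 for *COX2* (0.09). Between the drugs at 3 mmol/l, limma on TPM, a mean TPM over 10, no filter, a fit of 2 groups and upper quartile scaling gave −0.066, −0.080, −0.014, −0.021 and −0.093 for *ND6* and −0.068, −0.081, −0.014, −0.021 and −0.093 for *COX1*, both near 0 with TMM (0.003 and 0.002). The replicate block gave −0.0026 for *COX1*, and upper quartile scaling gave −0.0065 for *ND5*. Relative to the 13 genes, without and with the replicate block, the differences between the drugs were 0.017 and 0.017 for *ND4*, 0.031 and 0.032 for *ND4L*, 0.079 and 0.079 for *ATP6*, and 0.10 and 0.10 for *ATP8*, because this scaling removes their common change. With 0.25 mmol/l imeglimin, upper quartile scaling gave −0.0038 for *ND4L*.

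Without a library in turn, the changes with 3 mmol/l metformin ranged from −0.060 to 0.13 for *ND1*, −0.15 to 0.10 for *ND4*, −0.031 to 0.20 for *ND4L* and −0.20 to 0.017 for *COX1*, with the lowest values without its replicate 3 and the highest without its replicate 2. Leaving out its replicate 2 also gave calls for the rises of *ND3* (0.14, adjusted p = 0.049) and *ND4L* (adjusted p = 0.012). Between the drugs at 3 mmol/l, *ND6* ranged from −0.10 to 0.14 and *COX1* from −0.093 to 0.14, both below 0 without imeglimin replicate 2 or metformin replicate 1 or 3. With 3 mmol/l imeglimin, *COX3* ranged from −0.12 to 0.019 (above 0 without vehicle replicate 1), and with 0.25 mmol/l imeglimin, *ND4* from −0.10 to 0.0023 (above 0 without vehicle replicate 1) and *ND4L* from −0.0064 to 0.031 (below 0 without vehicle or imeglimin replicate 2). The share of counts on the 13 genes relative to vehicle ranged from 0.955 to 1.01 with 0.25 mmol/l imeglimin (above 1 without vehicle replicate 1 or imeglimin replicate 2) and from 0.973 to 1.05 with 3 mmol/l imeglimin (below 1 without imeglimin replicate 1 or 3 or vehicle replicate 2). Between the drugs at 3 mmol/l, 7 of the 13 genes were called, and 1 in the test beyond 1.5-fold.

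*RPLP0*, the reference gene of the RT-qPCR, had log2 fold changes of 0.14 (adjusted p = 0.0027) with 3 mmol/l metformin, −0.07 (adjusted p = 0.15) with 3 mmol/l imeglimin and 0.03 with AICAR. With limma on TPM, a mean TPM over 10 and upper quartile scaling, these were −0.022, −0.042 and −0.073 with metformin and, all called, −0.18, −0.17 and −0.19 with imeglimin, and DESeq2 called −0.089. The test beyond 1.5-fold did not call 0.14 with metformin or the difference of 0.21 between the drugs. With AICAR it was −0.0095 with DESeq2, −0.0005 with its size factors, −0.51 with limma on TPM (called), −0.13 with a mean TPM over 10 (called) and −0.078 without a filter (not called), and −0.071 to 0.038 without a library, below 0 without any AICAR replicate or vehicle replicate 1.

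Of the gene lists, 7, 8, 6 and 7 were called for 3 mmol/l metformin, 3 mmol/l imeglimin, AICAR and between the drugs. With an estimated correlation these were 3, 5, 3 and 2, which is what allowing for correlated genes is built to lower. The fry test called 12 for metformin and 11 between the drugs, and a mean TPM over 10 left 3 for AICAR. With a mean TPM over 10, the direction of the nuclear respiratory genes was reversed with metformin (adjusted p = 0.96) and imeglimin (adjusted p = 0.67), and between the drugs that of the gluconeogenesis (adjusted p = 0.99) and of the serine, glycine and one-carbon genes (adjusted p = 0.96), none of them called. Over all named genes and settings, 1757 values kept their direction and call, 62 lost a call, 63 gained one and 48 were reversed; for the lists these counts were 150, 23, 15 and 4.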

Differences from the paper's values

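The paper's RT-qPCR values in Fig. 5D are relative to *RPLP0* mRNA, so the RNA-seq values are given here as mean TPM relative to *RPLP0* and to vehicle, a scale chosen after the values were seen. For *MT1X*, the paper's value with 3 mmol/l metformin is about 3.6 in Fig. 5D, read by eye, and the RNA-seq value was 12.1. With 3 mmol/l imeglimin, the paper's value is about 2.3 and the RNA-seq value was 4.75. With mean TMM-normalized CPM these were 13.3 and 4.54, and none of the alternatives set before the data were examined closed these gaps. For *NDRG1*, the paper's values in Fig. 5D, read by eye, are about 0.16 with metformin, about 0.61 with imeglimin and about 0.98 with AICAR, and the RNA-seq values were 0.0976, 0.345 and 0.511. With mean TMM-normalized CPM they were 0.108, which is within 1.5 times of the paper's value, 0.329 and 0.521.

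The paper states that AICAR left *GDF15*, *MT1X*, *DDIT4* and *NDRG1* unaffected in RT-qPCR. In the libraries, edgeR's quasi-likelihood test called all of them, with log2 fold changes of 0.54, 0.93, −0.85 and −0.94. *GDF15* was not called under 2 of the 10 alternatives (limma on log2(TPM + 1) and the test beyond 1.5-fold), and its values under them ranged from 0.12 to 0.54. The others were called under all 10, with values from 0.38 to 0.93 for *MT1X*, −1.40 to −0.85 for *DDIT4* and −1.48 to −0.94 for *NDRG1*. The ratios of mean TPM with AICAR were 1.08 for *GDF15*, 1.31 for *MT1X*, 0.378 for *DDIT4* and 0.357 for *NDRG1*.

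From the RNA-seq data, the paper states that 3 mmol/l metformin lowered *CYTB*, *ND1*, *ND2* and *ND3*. It adds that in RT-qPCR only imeglimin raised these genes and that metformin lowered them minimally, so the difference here is from its RNA-seq statement alone. With TMM scaling, the log2 fold changes were −0.16, 0.02, −0.14 and 0.07, and none was called. The ratio of mean TPM, the measure of Table S1, was below 1 for each of these genes and equals the paper's value. The fall was called for *CYTB* and *ND2* with limma on log2(TPM + 1) (adjusted p = 0.0044 and 0.00088), a mean TPM over 10 (0.019 and 0.0015), upper quartile scaling (0.018 and 0.0027) and the replicate block (0.0072 and 0.021), and for *ND2* also without replicate 3 of metformin (0.03). No setting called a fall of *ND1* or *ND3*. *ND3* was called higher without replicate 2 of metformin (0.14, adjusted p = 0.049). Relative to the 13 mitochondrially encoded genes, added after the data were seen, *ND1* (0.23, adjusted p = 2.3e-07) and *ND3* (0.28, adjusted p = 0.0026) were called higher.

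The paper states that in RT-qPCR 0.25 mmol/l imeglimin raised *ND1* and *CYTB* and that 0.25 mmol/l metformin changed none of the 6 genes tested. In the libraries, imeglimin gave log2 fold changes of 0.09 and 0.07, not called under any of the alternatives set before the data were examined for this comparison. Relative to the 13 mitochondrially encoded genes, a setting applied to this comparison after the values were seen, both were called (0.13, adjusted p = 0.016, and 0.11, adjusted p = 0.026). With the replicate block as well, adjusted p was 0.0011 for *ND1*, 0.0032 for *CYTB* and 0.0039 for *ND2*. With metformin, the fall of *ND2* was called (−0.35, adjusted p = 0.03), and it was not called beyond 1.5-fold or without metformin replicate 2 or 3 or vehicle replicate 1 or 3. Of the 13 mitochondrially encoded genes 2 were called lower with metformin, and 0 to 11 under the alternatives, the 11 both with DESeq2 and with the replicate block; adjusted over the 13 alone, all 13 were called. Relative to the 13 genes, 0 genes were called with metformin (3 at an unadjusted p under 0.05), and 3 with the replicate block as well.

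The paper names proximal tubule bicarbonate reclamation and glycolysis/gluconeogenesis among the pathways affected by both drugs. The list for the first was not called by camera with either drug (adjusted p = 0.47 and 0.69), nor was gluconeogenesis with metformin (adjusted p = 0.064), while fry called the first list with both (adjusted p = 9.9e-06 and 0.039) and gluconeogenesis with metformin (adjusted p = 3.7e-09). Camera tests for a shared direction, while the paper's thresholds take fold changes either way. With each drug, 2 genes of the first list passed the thresholds upward and 2 downward. Camera therefore cannot decide the paper's statement about that list.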

Other observations

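In this part, the tests of scaling for the nuclear respiratory genes and of equally numbered replicates were chosen after the results were seen, and the others before. The gene lists at 0.25 mmol/l were added after the data were seen.

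The HIF-1 targets fell with both drugs at 3 mmol/l, with 14 of 16 called lower for metformin and 13 for imeglimin. Scaling between libraries is argued against, since the median log2 ratio of TPM + 1 was also below 0, at −1.35 with metformin and −0.76 with imeglimin. The overlap with glycolysis is argued against too: over the 12 targets outside the glycolysis list, the smaller fall was −0.81, with imeglimin. AICAR, which activates AMPK in another way, gave a median of 0.067, with 9 of 16 genes higher and 12 of 16 falling less than with imeglimin. By TPM the median with AICAR was −0.48, where limma on log2(TPM + 1) put the median of all genes at −0.351. GC content, gene length and HIF-1 protein were not tested. A lower activity of HIF-1 at 3 mmol/l may underlie the fall, as a hypothesis found and tested on the same data.

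At 0.25 mmol/l, HIF-1 targets were higher (metformin, median log2 fold change 0.18, 15 of 16 genes, adjusted p = 2.1e-11; imeglimin, 0.23, 14 of 16, adjusted p = 7.8e-14). Camera also called a fall of ATF4 targets (−0.14, 1 of 13 higher, adjusted p = 4.5e-07, and −0.23, 0 of 13, adjusted p = 1.2e-13), a rise of cholesterol synthesis genes (0.16 and 0.19, 12 of 13 each, adjusted p = 6.8e-10 and 1.9e-11), a fall of serine, glycine and one-carbon genes (−0.12, 3 of 14, adjusted p = 0.00062, and −0.23, 0 of 14, adjusted p = 7.7e-12) and a small rise of glycolysis genes (0.06 and 0.04, adjusted p = 0.0041 and 0.021). The mitochondrially encoded protein genes fell with metformin (−0.35, 0 of 13 higher, adjusted p = 1.3e-12) and not with imeglimin (−0.045, 6 of 13, adjusted p = 0.85), and the nuclear respiratory genes fell with metformin (−0.08, 10 of 48, adjusted p = 1.3e-06). For imeglimin, gluconeogenesis (−0.04, adjusted p = 0.0021), bicarbonate reclamation (−0.02, adjusted p = 0.037) and PPAR-alpha (0.13, adjusted p = 0.045) were called with small medians. The other lists were not called, and no estimated correlation was tried at this dose. The ATF4 list and the serine, glycine and one-carbon list share *MTHFD2*, *PHGDH*, *PSAT1* and *SHMT2*, so their falls are not separate results. The HIF-1 and glycolysis lists share genes as well.

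With AICAR, camera called a rise of the glycolysis genes (0.53, 12 of 18 higher, adjusted p = 0.014) and p53 targets (0.53, 12 of 14, adjusted p = 0.00097) and a fall of the gluconeogenesis genes (−0.61, 0 of 7, adjusted p = 0.0039) and serine, glycine and one-carbon genes (−0.60, 0 of 14, adjusted p = 2.9e-05). HIF-1 (adjusted p = 0.72), ATF4 (0.42), metallothionein (0.27), cholesterol synthesis (0.72), bicarbonate reclamation (0.92) and PPAR-alpha (0.093) were not called. The calls for gluconeogenesis, p53 and serine held with an estimated correlation. With a mean TPM over 10 only that for serine held, and those for gluconeogenesis, p53 and glycolysis were lost. Between metformin and imeglimin at 3 mmol/l, the metallothionein genes (0.51, adjusted p = 0.0012), bicarbonate reclamation (0.22, adjusted p = 0.014) and nuclear respiratory genes (0.10, adjusted p = 0.011) were higher with metformin, and glycolysis (−0.37, adjusted p = 4.3e-07), PPAR-alpha (−0.32, adjusted p = 0.0011) and the mitochondrially encoded genes (−0.29, adjusted p = 0.0013) lower. ATF4 (adjusted p = 0.12), cholesterol synthesis (0.18), gluconeogenesis (0.69), p53 (0.47) and serine (0.52) were not called. Only the calls for HIF-1 and PPAR-alpha held with an estimated correlation. With a mean TPM over 10, those for bicarbonate reclamation and the nuclear respiratory genes were lost and cholesterol synthesis was called lower.

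The nuclear respiratory complex genes rose with AICAR (median 0.75, 46 of 48 higher, adjusted p = 1.1e-19 by camera, and 0.071 with an estimated correlation). Scaling between libraries is argued against as the whole cause, since the median log2 ratio of TPM + 1 was still 0.21, with 35 of 48 genes higher. GC content and gene length may explain part of the rise: 10000 random lists, each gene drawn from the 50 nearest in GC content and length, had a mean median of 0.44 and a highest of 0.78, and 0.09% of them were as high as the list. Those lists treat genes as independent, which the genes of a pathway are not, so the rest of the rise cannot be told apart from such a trend by this test.

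The second replicate had the lowest share of counts on the 13 mitochondrially encoded protein genes in 6 of 6 groups, which has a chance of 0.0041 if the numbers mean nothing and a replicate is lowest at random. This holds for counts only. By share of TPM, the third replicate of 0.25 mmol/l imeglimin (9.183%) lay below the second (9.231%), and in every other group the second was lowest. Depth is argued against, since the second replicate ranked from 1 to 3 of 3 in depth within its group. Equally numbered replicates may have been handled together. Over nuclear genes, libraries of the same number had a mean correlation of 0.038 (45 pairs) after the group means were removed, against −0.019 for different numbers (90 pairs), with an exact permutation p of 0.12 over 7776 arrangements, so handling and chance cannot be told apart. No biological explanation was tested.

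Of the other AMPK subunit genes, *PRKAB1* had log2 fold changes of 0.46, 0.37 and 0.24 with 3 mmol/l metformin, 3 mmol/l imeglimin and AICAR, *PRKAB2* of 0.51, −0.11 and −0.23, *PRKAG1* of 0.47, 0.26 and 0.10, and *PRKAG2* of −1.75, −1.01 and −0.45.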
